# Chronic Activation of Hepatic Nrf2 Has No Major Effect on Fatty Acid and Glucose Metabolism in Adult Mice

**DOI:** 10.1371/journal.pone.0166110

**Published:** 2016-11-04

**Authors:** Sebastian Brachs, Angelika F. Winkel, James Polack, Hui Tang, Maria Brachs, Daniel Margerie, Bodo Brunner, Kerstin Jahn-Hofmann, Hartmut Ruetten, Joachim Spranger, Dieter Schmoll

## Abstract

The transcription factor NF-E2-related factor 2 (Nrf2) induces cytoprotective genes, but has also been linked to the regulation of hepatic energy metabolism. In order to assess the pharmacological potential of hepatic Nrf2 activation in metabolic disease, Nrf2 was activated over 7 weeks in mice on Western diet using two different siRNAs against kelch-like ECH-associated protein 1 (Keap1), the inhibitory protein of Nrf2. Whole genome expression analysis followed by pathway analysis demonstrated successful knock-down of Keap1 expression and induction of Nrf2-dependent genes involved in anti-oxidative stress defense and biotransformation, proving the activation of Nrf2 by the siRNAs against Keap1. Neither the expression of fatty acid- nor carbohydrate-handling proteins was regulated by Keap1 knock-down. Metabolic profiling of the animals did also not show effects on plasma and hepatic lipids, energy expenditure or glucose tolerance. The data indicate that hepatic Keap1/Nrf2 is not a major regulator of glucose or lipid metabolism in mice.

## Introduction

The transcription factor NF-E2-related factor 2 (Nrf2) regulates the expression of several cytoprotective genes and is a promising target for the treatment of chronic, oxidative stress–related disorders, such as neurodegenerative diseases and chronic kidney disease [1–3]. Nrf2 is regulated by the kelch-like ECH-associated protein 1 (Keap1). Keap1 acts as a sensor for oxidative and electrophilic stress. Without stressors, Keap1 mediates the ubiquitinylation and subsequent proteolytic degradation of Nrf2. In the presence of oxidative or electrophilic stress, cysteine residues within Keap1 become modified, which prevents the degradation of Nrf2. Nrf2 subsequently accumulates in the nucleus, where it regulates the expression of several antioxidative and anti-inflammatory proteins by binding to the cis-acting antioxidant response element within gene promoters.

Nrf2 activation has also been linked to the regulation of intermediary metabolism and could therefore be a promising approach for the treatment of steatosis, as well as insulin resistance. [3–5]. Evidence for this derives from studies using pharmacological activators of Nrf2 such as CDDO-Im, CDDO-Me and Oltipraz. Here, a reduction of obesity and hepatic lipids and an improvement of glucose tolerance were observed in rodent models [6–8]. However, these molecules are associated with toxic effects, which could have been a considerable confounding factor in the metabolic studies [9, 10]. Genetic models leading to either a loss-of- or gain-of-Nrf2 function gave no clear picture about the role of Nrf2 in hepatic lipid and carbohydrate metabolism [11–20]. With that it is unclear, whether the activation of Nrf2 has a reasonable therapeutic potential to prevent dysregulation of lipid and carbohydrate metabolism under unfavorable environmental conditions as reflected by a Western diet. In the present study we assessed the effects of inducible Nrf2 activation in the hepatic metabolism of adult mice under a Western diet. Due to the lack of suitable pharmacological tool compounds [21], we activated Nrf2 in liver using siRNAs against Keap1 as recently described [22]. Our data suggest that the chronic activation of Nrf2 in liver has no major effect on metabolism under the challenge of a Western diet.

## Material and Methods

### Reagents and chemicals

All chemicals were purchased from Sigma-Aldrich (Munich, Germany), Merck (Darmstadt, Germany) or Roth (Karlsruhe, Germany), reagents for RNA, cDNA and qPCR from Thermo Scientific (Schwerte, Germany) or Qiagen (Hilden, Germany) unless stated otherwise.

### Animal studies

All animal experiments were performed in accordance with the terms of the German Animal Protection Law, as well as according to international animal welfare legislation and institutional ethical guidelines of the Charité Berlin, Germany, and were approved by the Landesamt für Gesundheit und Soziales (Approval number G 0175/13, LAGeSo Berlin, Germany).

In our chronic siRNA study, 8-week-old male C57BL6/J mice (Forschungseinrichtungen für experimentelle Medizin, Charité Berlin, Germany) were fed ad libitum a Western diet (WD) consisting of a high-fat diet (60% kcal from fat, D12492 (I), Ssniff Spezialdiäten, Soest, Germany) supplemented with 6% sucrose in the water for 7 weeks to induce insulin resistance and hepatic lipid accumulation.

In the first in vivo pilot study 8-week-old male C57BL6/J mice were fed a normal chow diet (ND) and were injected for 2, 4 or 6 days with 1 mg per kg body weight of either siRNA (siKeap1-1*, siKeap1-2* and siControl*) to assess efficacy and duration of siRNA action. In the second in vivo pilot study 8-week-old male C57BL6/J mice were fed a ND or a WD for 20 weeks.

All mice were maintained in individually ventilated cages (max. 5 per cage) in an environmentally controlled room with a 12 h light-dark cycle. Body weight was monitored weekly. For the siRNA intervention, mice were divided into three groups with equal body weight and fat mass. Each group was injected weekly with 1 mg modified siRNA per kg body weight in PBS of liver-selective Keap1-specific siRNA (group 1: siKeap1-1*, group 2: siKeap1-2*) or unspecific scrambled control siRNA (group 3: siControl*) via the tail vein for 7 weeks. Body composition (BC) was assessed by ^1^H magnetic resonance spectroscopy using a Minispec LF50 Body Composition Analyzer (Bruker BioSpin, Billerica, USA) before starting the intervention, metabolic cage analysis (MCA) and sacrificing (Ex). Isoflurane inhalation (1.5%) was used for anesthesia during operation and mice were sacrificed by cervical dislocation.

#### Glucose tolerance test (ipGTT)

Mice were fasted overnight and basal blood glucose was measured before injecting an intraperitoneal glucose bolus of 1 g/kg body weight. Blood glucose was measured subsequently at 0, 15, 30, 60 and 120 min.

#### Activity and calorimetric analysis

Various phenotypic parameters were assessed in metabolic cages with a TSE LabMaster System (TSE Systems, Bad Homburg, Germany). Mice were acclimated to special water bottles for 24 h and to the metabolic cages for 16 h before starting the measurements. Mice were supplied with WD, individually housed and data on gas exchanges, activity, and food/liquid intake were collected for 48 h. Calorimetry was performed with a computer-controlled open circuit calorimetry system composed of 10 metabolic/respiratory cages. Each cage was equipped with a special water bottle and a food tray connected to a balance as well as an activity monitor. Oxygen consumption and carbon dioxide production were measured for each mouse at 3 min intervals and respiratory quotient (RQ) was calculated as the ratio of CO_2_ production to O_2_ consumption. O_2_ consumption, CO_2_ production, energy expenditure (EE) and caloric intake were adjusted for lean body mass from the body composition measurements [23]. Data collected after 48 h were analyzed as (daily) average.

### siRNA Preparation

#### Synthesis, purification and formulation of liver-selective Keap1-specific siRNAs

RNA oligonucleotides were synthesized at a scale of 1 μmol (in vitro) or 10 μmol (in vivo) on an ABI 394 DNA/RNA or BioAutomation MerMade 12 synthesizer using commercially available 5′-O-DMT-3′-O-(2-cyanoethyl-N,N-diisopropyl) phosphoramidite monomers (SAFC) of uridine, 4-N-acetylcytidine (CAc), 6-N-benzoyladenosine (ABz) and 2-N-isobutyrylguanosine (GiBu) with 2′-O-TBDMS protection or 2’-OMe modification and 5′-O-DMT-thymidine-3′-O-(2-cyanoethyl-N,N-diisopropyl) phosphoramidite (dT) following standard protocols for solid-phase synthesis and deprotection [24, 25]. The crude oligonucleotides were analyzed by IEX and LC–MS and purified by anion-exchange high-performance liquid chromatography (IEX) using a linear gradient of 10–50% buffer B in 30min. Solutions of 0.02 M Na_2_HPO_4_ (pH 11) and 0.02 M Na_2_HPO_4_/1 M NaBr (pH 11) were used as eluents A and B, respectively. To ensure high fidelity of the data, all single strands were HPLC purified to > 85% purity. The purity and identity of the oligonucleotides was confirmed by ion-exchange chromatography and LC–MS, respectively. For the cell culture experiments, 100 μM stock solutions of siRNA in PBS were prepared by mixing equimolar amounts of complementary sense and antisense strands in 1x PBS buffer and heating the solution to 90°C for 10 min and allowing it to cool slowly to room temperature to complete the annealing process. siRNAs were further characterized by HPLC and were stored frozen until use. Sequences of the unmodified siRNAs directed against murine Keap1 mRNA (siKeap1-1 and siKeap1-2) and non-silencing scrambled control siRNA (siControl) are depicted in Table 1.

**Table 1:** Sequences of siRNA molecules used in this study.

siRNA	Sequence
siControl	5’-UUU CGC GUA UAC GCG AAA C dTdT-3’
siControl sense	5’-AUC GUA CGU ACC GUC GUA U dTdT-3’
siControl antisense	5’-AUA CGA CGG UAC GUA CGA U dTdT-3’
siKeap1-1 sense	5’-GCG CCA AUG UUG ACA CGG A dTsdT-3’
siKeap1-1 antisense	5’-UCC GUG UCA ACA UUG GCG C dTsdT-3’
siKeap1-2 sense	5’-CCU GCA ACU CGG UGA UCA A dTsdT-3’
siKeap1-2 antisense	5’-UUG AUC ACC GAG UUG CAG G dAsdA-3’

Capital letters: RNA; d: DNA.

Large scale RNA oligonucleotide synthesis for in vivo administration was carried out by Biospring (Frankfurt, Germany). Formulation of siRNA for delivery to mouse liver tissue in vivo was performed in lipid nanoparticles (LNPs) based on the Axolabs’ proprietary cationic lipid XL-10 (Axolabs, Kulmbach, Germany).

#### siRNA stability in mouse serum

Primary and modified siRNAs were tested for nuclease stability in 50% mouse serum. For this 160 μl of 2.5 μM siRNA in 1x DPBS and 160 μl mouse serum (Sigma) were incubated at 37°C for 0, 0.5, 2, 4, 6, 8 and 24 h. At each time-point 20 μl of the reaction mixture was removed and quenched with a stop solution (Lysis Solution, Proteinase K, water) at 65°C for 30 min. prior to HPLC analysis on a Waters 2695 Separation Module and a 2487 Dual Absorbance Detector, RNase-free water was added to each sample. The solution was analyzed by HPLC using a DNAPac PA200 analytical column (Thermo Scientific). Serum half-lives were estimated for both strands of the siRNAs and are shown in Table 2.

**Table 2:** Chemical modification of Keap1-specific siRNAs improved their pharmacokinetic properties.

siRNA	siKeap1-1	siKeap1-1*	siKeap1-2	siKeap1-2*
	(186.1)	(190.2)	(191.1)	(185.4)
**IC**_**50KD**_ (nM)	0.14	0.25	0.61	0.02
**I**_**maxKD**_ (%)	96	91	97	94
**Serum stability** (h):	> 4	> 8	2	4
t_1/2_ in 50% mouse serum				
**Cytotoxicity** (%):	85	96	89	89
Viability of Hepa1c1c7 cells				
**Immune stimulation** (pg/ml):	423	221	523	144
IFNα release PBMCs				

I_maxKD_: maximal knockdown of Keap1 mRNA expression

* modified siRNA.

#### Immune stimulatory potential of siRNA

Immuno-stimulative potential of siRNA was measured by secretion of IFNα from freshly isolated and transfected human peripheral blood mononuclear cells (PBMC). PBMCs were isolated from approx. 16 ml blood of three healthy donors that was collected in Vacutainer tubes coated with sodium heparin (BD, Heidelberg, Germany) according to the manufacturer’s instructions. Subsequently, 100 nM siRNA was reverse transfected into 100,000 PBMCs with 0.3 μl Lipofectamine 2000 per 96-well (n = 2) in a total volume of 150 μl serum-free RPMI medium for 24 h. Single-stranded RNA (“R-0006”) and DNA (“CpG ODN”) oligonucleotides were applied as positive controls. 25 μl of the supernatant was used for measurement of IFNα concentration using a self-established electrochemiluminescence assay based on MesoScale Discovery’s (MSD, Rockville, USA) technology. IFNα values are shown in Table 2.

#### siRNA transfection and in vitro validation

Hepa1c1c7 cells were reversely transfected with siRNAs using Lipofectamine RNAiMAX (Thermo Scientific) according to the manufacturer’s instructions. To avoid variations in the transfection efficiency when transfecting very low amounts for IC_50_ curves, 10 nM of non-targeting control (siControl*) were used in each transfection mix. The transfection was performed in 96-well plates adding 12,000 cells/well. 48 h post-transfection, RNA was isolated with the SV96 Total RNA isolation system and gene expression was analyzed as described, previously [26].

#### Cytotoxicity assay

Hepa1c1c7 mouse hepatoma cells were reversely transfected with siRNAs using Lipofectamine RNAiMAX according to the manufacturer’s instructions in 96-well plates. 72 h post-transfection, cell viability was analyzed with the ViaLight™ Plus Cell Proliferation and Cytotoxicity BioAssay Kit (Lonza, Cologne, Germany). Cytotoxicity was assessed in relation to the non-transfected control cells set at 100% (Table 2).

### Biochemical analysis

Plasma glucose levels of mice were determined by measuring at least in duplicate (≤ 10% discrepancy) using Contour XT glucometer (Bayer Vital, Leverkusen, Germany). Plasma lipid measurements were carried out with a Cobas 6000 c501 module (Roche/Hitachi) using the corresponding Cobas substrate kits according to the manufacturer’s instructions. Liver lipids were analyzed after lipid extraction described elsewhere [27, 28], with an AU680 Analyzer (Beckman Coulter/Olympus, Krefeld, Germany) and the corresponding kits. As an exception, phospholipids in serum and liver tissue were measured with a Phospholipid kit from DiaSys (Holzheim, Germany). Liver transaminases (AST, ALT) were measured in serum after the siRNA treatment. Liver glycogen content was measured on a xMark Microplate absorbance spectrophotometer (Bio-Rad, Hercules, USA) according to the method from bio-protocol [29].

### Histochemistry

Liver slices were snap-frozen, embedded in Tissue-Tek (O.C.T. Compound, Sakura, Staufen, Germany) on dry ice and 5 μm cryosections were prepared for oil red O (ORO) and H&E staining. ORO staining was carried out with 5 min incubation as described [30]. H&E sections were stained with Mayer`s Hemalaun for 15 min, 5 min blued, dipped 5x in activated Eosin-G-solution, drained in an ascending ethanol series and mounted with Roti-Histokit t II. Three sections per liver as technical replicates were analyzed in bright field with 20x magnification on a BZ-9000 microscope (Keyence, Neu-Isenburg, Germany) and images were quantified using ImageJ [31] according to nature protocols [30]. Representative images of each treatment group are depicted. Scale: black bars represent 50 μm.

### mRNA isolation and quantitative real-time PCR

Total RNA was extracted from snap-frozen tissue samples using TRIzol reagent according to the manufacturer’s protocol. 1 μg RNA was digested with DNase and transcribed into cDNA via RevertAid Reverse Transcriptase. Quantitative real-time PCR was performed on a Lightcycler 480 System (Roche). Relative quantification was performed using the ΔΔct method and expression data were normalized to Rpl37a gene expression. Following primer sets were used: Keap1 (Mm00497268_m1), NAD(P)H dehydrogenase, quinone 1 (Nqo1, Mm00500821-m1), glutamatecysteine ligase, catalytic subunit (Gclc, Mm00802655-m1), glutathione reductase (Gsr, Mm00439154_m1), NF-E2-related factor 2 (Nrf2, Mm00477784_m1), glutathione S-transferase A2 (Gsta2, Mm03019257_g1), Gsta4 (Mm004974803_m1), thioredoxin reductase 1 (Txnrd1, Mm00443675_m1), glutathione S-transferase mu 1 (Gstm1, Mm00833915_g1), Gstm2 (Mm00725711_s1), Gstm3 (Mm00833923_m1), Gstm4 (Mm00728197_s1), sulfiredoxin 1 (Srxn1, Mm00769566_m1), microsomal glutathione S-transferase (Mgst3, Mm00787806_s1), and glutathione peroxidase 2 (Gpx2, Mm00850074_g1), glyceraldehyde-3-phosphate dehydrogenase (Gapdh, Mm03302249_g1) and ribosomal protein L37a (Rpl37a, Mm01546394_s1) as TaqMan® Gene Expression Assay (Thermo Scientific).

### Microarray transcript expression profiling

Total RNA was isolated from liver samples of 4 fed and 4 fasted mice for each siRNA group. The integrity of RNA samples was controlled by RNA nano assay (Agilent 2100 BioAnalyzer) and transferred to Atlas Biolabs (Berlin) for analysis. Amplification, labeling of probes, Affymetrix GeneChip hybridizations, comparative microarray analysis, and subsequent statistical analysis were performed using Mouse Genome 430 2.0 GeneChips (Affymetrix), as described previously [21]. All Affymetrix microarray data have been deposited in MIAME compliant format at NCBI-GEO under the accession number GSE80956.

### Data and statistical analysis

If not indicated otherwise, all data are presented as mean ± SEM. GraphPad Prism 6 (La Jolla, USA) was used to calculate all statistics and to draw graphs. Statistical differences were calculated using one-way or two-way (repeated measurement) ANOVA or Kruskal-Wallis test depending on whether data passed normal distribution tests adjusted for multiple testing with Bonferroni’s multiple comparisons test (Bonferroni’s mct) for post hoc analysis where appropriate. P values less than 0.05 were considered significant.

## Results

### Structure, modification and evaluation of two liver-selective Keap1-specific siRNAs

Recently, we have characterized two siRNAs (Table 1) against murine Keap1, siKeap1-1 and siKeap1-2, which are able to reduce Keap1 mRNA levels leading to activation of Nrf2 [21]. In the present study these siRNAs were modified by introducing 2’-O-methyl groups and phosphorothioate to allow chronic in vivo administration. The modified siRNAs, siKeap1-1* and siKeap1-2*, showed improved serum stability and a strongly reduced immune stimulatory potential in relation to the unmodified siRNAs (Table 2), while their potency to suppress Keap1 expression in mouse hepatoma cells remained unchanged (Fig 1A and 1B). For in vivo application the siRNAs were formulated with lipid nanoparticles that lead to a targeting of the oligonucleotides mainly to hepatocytes [32]. After single i.v. administration both Keap1-specific siRNAs showed an effective knockdown of hepatic Keap1 mRNA expression, which did not differ between days 2, 4 and 6 after the application. A modified non-silencing scrambled control siRNA (siControl*) did not alter Keap1 inhibition (Fig 1C). At day 6 siKeap1-1* and siKeap1-2* reduced Keap1 mRNA levels by 85% and 72%, respectively. In order to test, whether the knockdown of Keap1 led to an activation of Nrf2, the expression levels of the Nrf2 target gene Nqo1 (NAD(P)H quinone oxidoreductase 1) were determined. Hepatic Nqo1 transcript levels were elevated at day 2, 4 and 6 after either siKeap1-1* or siKeap1-2* injection with a 4.5- and 3.2-fold increase, respectively, at day 6 (Fig 1D). From this data it was concluded that a once weekly i.v. injection of either siKeap1-1* or siKeap1-2* was sufficient to both reduce Keap1 expression and to stimulate Nrf2-related gene expression in vivo. In a second pilot study, mice were fed either a WD or a normal chow diet (ND) for over 20 weeks. Neither a reduction of Keap1 mRNA expression nor an induction of Nrf2 or its target genes Gclc and Nqo1 could by observed in the WD group compared to the ND group (Fig 1E). Therefore, we did not include a ND control group in our chronic siRNA study.

**Fig 1:**
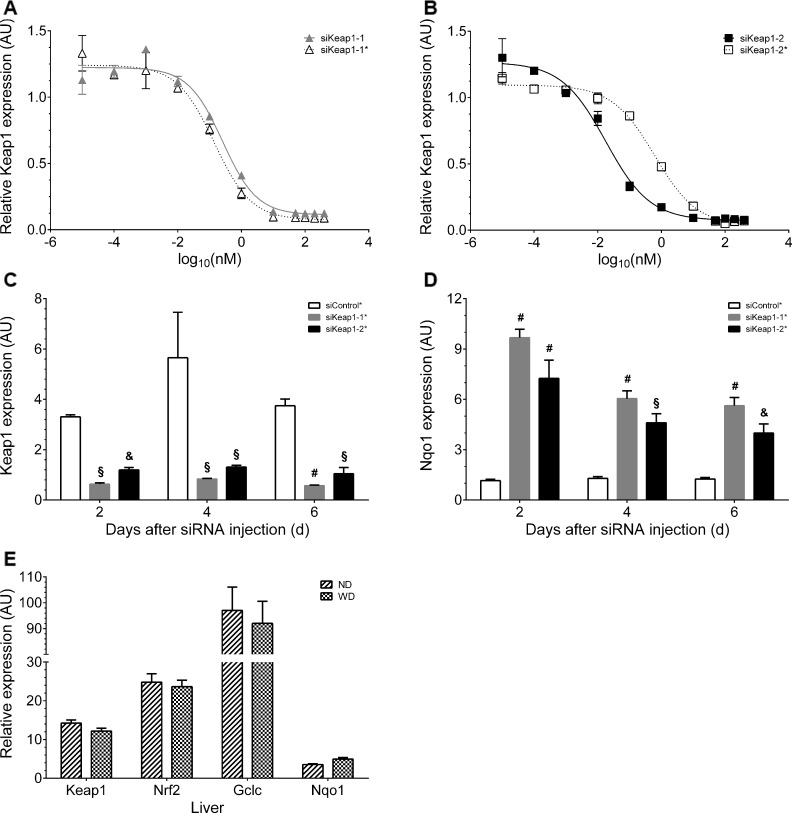
In vitro and in vivo validation of Keap1 knockdown by Keap1-specific siRNAs. (A-B) Dose-response curves upon transfection of Hepa1c1c7 cells with Keap1-specific siRNA molecules. Relative Keap1 expression inhibited by (A) the modified siKeap1-1* siRNA and its unmodified form (siKeap1-1) and (B) the modified siKeap1-2* siRNA and its unmodified form (siKeap1-2) (n = 2). (C-D) Gene expression of (C) Keap1 and (D) a Nrf2 target gene Nqo1 in mouse liver 2, 4 and 6 days after siRNA injection for a pilot study (n = 3). (E) Regulation of Keap1, Nrf2 and its target genes Gclc and Nqo1 in liver of mice fed either a normal chow diet (ND) or a Western diet (WD) for 20 weeks (n = 6). Data are represented as mean ± SEM. &: siRNA vs. siControl* p < 0.05, §: siRNA vs. siControl* p < 0.01, #: siRNA vs. siControl* p < 0.001. Two-way ANOVA with Bonferroni’s mct. siKeap1-1* and siKeap1-2*: modified Keap1-specific siRNAs, siControl*: modified scrambled unspecific control siRNA.

### Gene expression analysis after chronic suppression of Keap1

In order to study the effect of chronic Keap1 knockdown, body weight-matched mice on a WD were treated once weekly with either siKeap1-1*, siKeap1-2 or siControl* for 7 weeks (Fig 2A). At the end of the experiment mRNA levels of Keap1 and selected Nrf2-target genes levels were determined in liver, skeletal muscle and kidney by RT-qPCR (Fig 2B–2D). After 7 weeks of intervention the hepatic Keap1 mRNA was significantly reduced by 88% and 80% for siKeap1-1* and siKeap1-2* siRNA, respectively (Fig 2B). The expression of the Nrf2-target gene Nqo1 increased 10.3- and 6.8-fold in response to siKeap1-1* and siKeap1-2*, respectively. In addition, the Nrf2-target genes glutathione reductase (Gsr) and glutamate cysteine ligase catalytic subunit (Gclc) were upregulated 2- and 1.8 fold as well as 3.4- and 2.7-fold for siKeap1-1* and siKeap1-2*, respectively. Neither siKeap1-1* nor siKeap1-2* influenced the expression of Keap1 or Nqo1 in muscle (Fig 2C). In the kidney siKeap1-1* and siKeap1-2* reduced the expression of Keap1 by 58% and 57% for siKeap1-1* and siKeap1-2*, respectively (Fig 2D). However, Nqo1 expression was not upregulated indicating that Nrf2-signaling was not significantly activated in kidney. Overall, the data suggest that the chronic administration of either siKeap1-1* or siKeap1-2* caused a regulation of Keap1 and Nrf2 target genes predominantly in liver.

**Fig 2:**
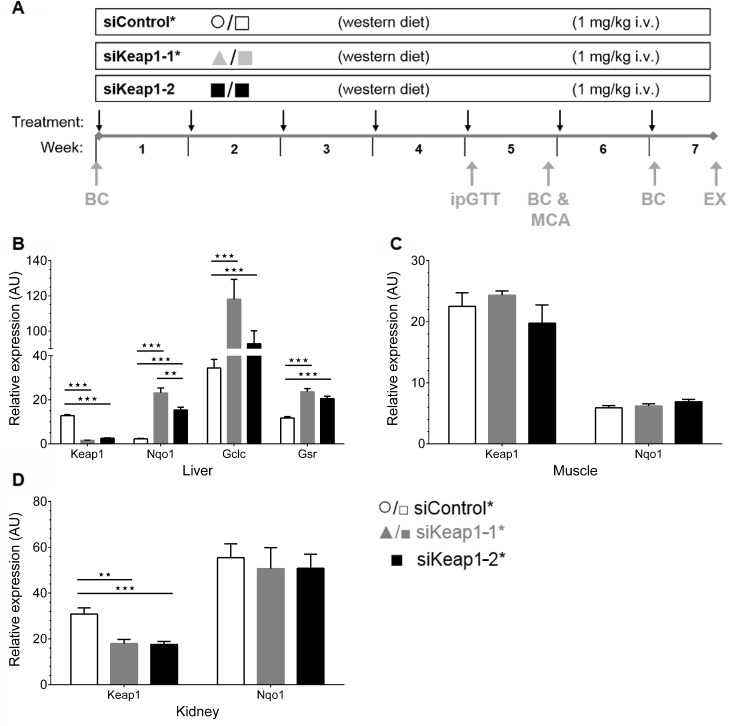
Keap1 inhibition and Nrf2 target gene regulation by liver-selective, Keap1-specific siRNAs in mice after siRNA and WD intervention. (A) Schematic of the long-term mouse experiment. (B) Hepatic Keap1 as well as Nrf2 target genes Nqo1, Gclc and Gsr expression (n = 11). (C) Relative mRNA expression of Keap1 and Nqo1 in muscle tissue of mice (fed, n = 6). (D) Expression levels of Keap1 and Nqo1 in kidney (fed, n = 6,). Data are represented as mean ± SEM. One-way ANOVA with Bonferroni's mct. ** p < 0.01, *** p < 0.001. Black arrows: Recording of body weight and siRNA injection, Grey arrows: Experimental procedures: BC: Analysis of body composition by ^1^H-nuclear magnetic resonance, EX: Sacrificing mice and organ preparation, ipGTT: intraperitoneal glucose tolerance test, MCA: Metabolic cage analysis.

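Gene expression was measured in liver RNA of 24 male C57BL6/J mice on Affymetrix whole genome arrays for the mouse, with 1 array per mouse. The mice received siControl*, siKeap1-1* or siKeap1-2* (n = 8 mice per group) at 1 mg per kg every week for 7 weeks under the Western diet, from an age of 8 weeks. The methods state that 4 fed and 4 fasted mice were taken per group. The labels of the arrays do not say which mice were fed, so the feeding state was not used here and remains part of the spread within each group. The deposited values are log2 signals made by the authors with RMA (robust multi-array average), which corrects the background, brings the arrays to a common distribution and summarizes the probes of each probe set. The median log2 signal per array lay between 5.84 and 5.96 over all arrays, and its middle value was 5.87 in the siControl* and siKeap1-1* groups and 5.88 in the siKeap1-2* group. Of 45101 probe sets, the 64 controls of the manufacturer were left out and 45037 were tested with limma in a single fit of the 3 groups, with p-values adjusted by the Benjamini-Hochberg method. For statements on genes, each of 18194 genes was represented by its brightest probe set. Fold changes are given as log2 values with their standard errors from the fit, and the number of arrays limits their precision. One of the control probe sets, that for 18S ribosomal RNA, was higher than with siControl* by 1.23 on the log2 scale with siKeap1-1* (exact permutation test, two-sided, p = 0.00435) and by 1.18 with siKeap1-2* (exact permutation test, p = 0.00155). It lay between 10.34 and 10.77 in siControl* replicates 1 to 3 and between 8.86 and 9.54 in replicates 4 to 8. With siKeap1-1* it split at the same numbers the other way (10.17 to 10.44 and 11.17 to 11.43). Counts were also made with this probe set as a covariate and with either of these sets of controls alone, which was chosen after seeing the data.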

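Genes for detoxification and transport were among those with the largest rises. Cbr3, which encodes a carbonyl reductase, rose by 5.895 on the log2 scale with siKeap1-1* (standard error 0.21, adjusted p = 5.16e-16 from limma) and by 5.12 with siKeap1-2* (standard error 0.21, adjusted p = 1.4e-14). The efflux transporter genes Abcc4 and Abcc12 rose by 4.53 and 4.20 with siKeap1-1* and by 3.49 and 2.88 with siKeap1-2*. Gpx2, which encodes a glutathione peroxidase, rose by 2.96 and 3.42. Genes of other kinds were also among the 10 largest rises. With siKeap1-1* these were Dppa2 at 3.52, Usp50 at 3.47, Tafa2 at 3.35, Anxa13 at 3.23 and Tinag at 3.04. With siKeap1-2* Pls1 at 3.06, Tafa2 at 3.02, Ly6d at 2.78 and Serpinb1a at 2.75 were among them. Among the genes that fell, Cyp17a1, an enzyme of steroid synthesis, had a log2 fold change of -2.63 with siKeap1-1* and of -1.83 with siKeap1-2*, with siControl* replicate 6 above the other controls (11.78 against 10.53 to 11.05). Tff3, which encodes a secreted trefoil peptide, had values of -2.58 and -1.89. Pnpla3, which encodes a lipase of lipid droplets, had values of -1.87 with siKeap1-1* (standard error 0.59, adjusted p = 0.0419) and of -1.93 with siKeap1-2* (adjusted p = 0.0455). At an adjusted p under 0.05, 4049 probe sets differed between siKeap1-1* and siControl* (2031 higher, 2018 lower) and 2748 between siKeap1-2* and siControl* (1417 higher, 1331 lower). With a fold change over 2 and an unadjusted p under 0.01, the thresholds of Fig 3A, 278 probe sets were regulated by siKeap1-1* (197 higher, 81 lower) and 251 by siKeap1-2* (200 higher, 51 lower). By genes, 1878 (955 higher, 923 lower) and 1335 (571 higher, 764 lower) differed at an adjusted p under 0.05. With the 18S probe set as a covariate, 1324 probe sets passed an adjusted p of 0.05 with siKeap1-1* (53.2% higher) and 303 with siKeap1-2* (81.2% higher). With siControl* replicates 1 to 3 as the only controls, 1540 (54.8% higher) and 358 (81% higher) did. Against siControl* replicates 4 to 8 alone, 4303 probe sets passed with siKeap1-2*, and 444 passed the thresholds of Fig 3A.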

Whole genome expression analysis revealed that the chronic suppression of Keap1 by siKeap1-1* and siKeap1-2* regulated 269 and 252 probe sets, respectively, in relation to siControl* (S1 and S2 Tables). 160 probe sets were regulated by both siKeap1-1* and siKeap1-2* (Fig 3A and S3 Table). 

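Blvrb, Slc1a1, Tafa2 and Adgrv1 are among the genes of the shared probe sets. Blvrb, which encodes a biliverdin reductase, rose by 1.62 on the log2 scale with siKeap1-1* (standard error 0.08, adjusted p = 6.84e-13 from limma, n = 8 mice per group) and by 1.30 with siKeap1-2* (adjusted p = 7.17e-11). Slc1a1, which encodes a glutamate transporter, rose by 2.24 and 3.00, and Tafa2, a gene for a secreted protein, by 3.35 and 3.02. Adgrv1, which encodes an adhesion receptor, fell, with log2 fold changes of -1.42 and -1.55. At the thresholds of Fig 3A, 166 probe sets passed with both siRNAs and in the same direction, 132 higher and 34 lower. Of these, 141 name a single gene, which makes 122 genes. A further 112 probe sets passed with siKeap1-1* and 85 with siKeap1-2* without passing with the other siRNA, which does not show a difference between the siRNAs. Of the shared probe sets, 5 differed between siKeap1-1* and siKeap1-2* at an adjusted p under 0.05, and 100 (60.2%) had the larger change with siKeap1-1*. Independent lists of these sizes would share 0.875 higher and 0.0917 lower probe sets. Because both siRNAs were compared with the same controls, groups without any change that share their controls were simulated. In these, 0.16 probe sets on average (at most 3 in 100 simulations) passed with both. Whether the low 18S values of 5 siControl* arrays add to the shared probe sets was not tested in this way. When 4 of the controls were used for each siRNA, over all 70 such splits, 110 to 154 probe sets passed with both. Across 18194 genes, which are not independent replicates, the log2 fold changes of the siRNAs had a Pearson correlation of 0.826, against 0.503 on average and at most 0.926 in the simulation and 0.625 on average with split controls. Against siControl* replicates 4 to 8 alone, the shared probe sets numbered 288.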

Mapping of this core set of probe sets regulated by both siRNAs to canonical pathways revealed the activation of pathways that are linked to cytoprotection and metabolism of xenobiotics (Table 3). 

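Of 20 measured genes for glutathione S-transferases, which conjugate glutathione to electrophiles, 11 rose with siKeap1-1* and 9 with siKeap1-2* at an adjusted p under 0.05. Gsta2 rose by 2.45 on the log2 scale with siKeap1-1* (standard error 0.13, adjusted p = 2.02e-12 from limma, n = 8 mice per group) and by 2.15 with siKeap1-2* (standard error 0.13, adjusted p = 5.35e-11), with siControl* replicate 6 above the other controls (11.97 against 10.91 to 11.38). Gstm3 and Gstm4 rose by 2.00 and 2.01 with siKeap1-1* and by 1.72 and 1.76 with siKeap1-2*, Gsta4 by 1.35 and 1.13, Gstm2 by 1.34 and 1.29 and the microsomal Mgst3 by 1.62 and 1.56. The brightest probe set of Gstm1 rose by 0.75 and 0.66, and another of its probe sets by 1.30 and 1.09. Srxn1, which encodes a sulfiredoxin, rose by 1.97 and 1.60. Txnrd1, which encodes a thioredoxin reductase, rose by 0.54 and 0.37 at its brightest probe set and by 1.04 and 1.18 at another. Of 47 measured genes of Nrf2-dependent antioxidant defense and glutathione S-transferases, 27 rose with siKeap1-1* and 22 with siKeap1-2* at an adjusted p under 0.05 (31 higher and 1 lower, and 27 higher and 1 lower, when adjusted over the list alone).
A part of the xenobiotic metabolism genes also rose. Cyp2b10 and Cyp2b9, cytochromes P450 of the liver, rose by 3.52 and 1.67 with siKeap1-1* and by 3.60 and 2.01 with siKeap1-2*. Cyp2g1 rose by 1.67 and 1.37, with siControl* replicate 1 below the other controls (5.81 against 6.64 to 7.30). Ces1g, a carboxylesterase gene, rose by 1.23 and 1.04 and the efflux transporter gene Abcc3 by 1.14 and 1.04. Of 61 measured genes, 30 were higher and 3 lower with siKeap1-1*, and 22 higher and 1 lower with siKeap1-2* (33 higher and 6 lower, and 28 higher and 4 lower, when adjusted over the list alone). The lower genes were Cyp2c38, a cytochrome P450 with log2 fold changes of -0.88 and -1.27, and, with siKeap1-1*, the sulfotransferase gene Sult1a1 (-0.42) and the transporter gene Abcc6 (-0.28). By camera, which compares a list with all other genes, the antioxidant list was shifted upward (adjusted p = 1.36e-25 with siKeap1-1* and 1.42e-22 with siKeap1-2*), as were the glutathione S-transferases (adjusted p = 4.55e-11 and 8.66e-11), the enzymes of conjugation and efflux transporters (adjusted p = 1.09e-11 and 2.45e-10) and the phase I enzymes (adjusted p = 4.19e-06 and 6.38e-06). With an estimated correlation, the phase I enzymes had an adjusted p = 0.0715 and 0.0949, whereas the other lists remained under 0.05, with an adjusted p between 2.46e-05 and 0.0291. These lists were written when S1 to S3 Tables had been seen and hold genes of Table 3, so their direction is not independent evidence. With the 18S probe set as a covariate, a setting chosen after seeing the data, 17 and 13 xenobiotic metabolism genes were higher.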

The majority of these genes upregulated by both Keap1-specific siRNAs were also examined by quantitative real-time PCR to confirm the whole genome expression analysis and, therefore, the induction of Nrf2 target genes in the different oxidative stress response pathways (Fig 3B–3D) These pathways are characteristic for Nrf2 signaling [3, 33] and demonstrated that both siKeap1-1* and siKeap1-2* activated Nrf2 signaling chronically in liver. 

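Genes of cholesterol biosynthesis were lower on average with both siRNAs, with a large spread between mice. The arrays were also divided, after seeing the data, by a score of the main axis within groups from genes outside the lists. Above 0, the mean log2 signal of the list was 12.16 with siControl* (3 arrays), 10.96 with siKeap1-1* and 10.68 with siKeap1-2* (4 arrays each). Below 0 it was 12.04 (5 arrays), 11.82 and 11.88 (4 arrays each). Lss, which encodes lanosterol synthase, fell, with a log2 fold change of -1.06 with siKeap1-1* (standard error 0.33, adjusted p = 0.04 from limma, n = 8 mice per group) and of -1.12 with siKeap1-2* (standard error 0.33, adjusted p = 0.0389). Msmo1 and Fdft1, enzymes of sterol synthesis, fell to log2 fold changes of -1.01 and -0.63 with siKeap1-1* and of -1.18 and -0.59 with siKeap1-2*. The log2 fold change of Fdps, which encodes farnesyl diphosphate synthase, was -1.64 with siKeap1-1* (standard error 0.54, adjusted p = 0.0514) and -1.86 with siKeap1-2* (adjusted p = 0.0346), while another of its probe sets gave 0.03 and -0.01. Sc5d, a sterol desaturase gene, had values of -0.68 (adjusted p = 0.0213) and -0.53 (adjusted p = 0.0858) at its brightest probe set and of -1.39 and -1.26 at another. Of 18 measured genes, 5 fell with siKeap1-1* (Pmvk, Fdft1, Lss, Msmo1 and Sc5d) and 9 with siKeap1-2* at an adjusted p under 0.05 (13 and 15 when adjusted over the list alone), and limma called no gene of the list higher, with 0 higher and 14 and 15 lower at an unadjusted p under 0.05. The median log2 fold change of the list was -0.65 with siKeap1-1* and -0.78 with siKeap1-2*. By camera the list was shifted downward (adjusted p = 5.93e-07 and 1.37e-08), with an adjusted p = 0.411 and 0.373 with an estimated correlation. The counts ranged from 2 to 10 with siKeap1-1* and from 3 to 14 with siKeap1-2* over the alternatives set in advance. With the 18S probe set as a covariate or with siControl* replicates 1 to 3 as the only controls, both chosen after seeing the data, limma called 0 of these genes lower at an adjusted p under 0.05 and between 5 and 9 lower at an unadjusted p under 0.05, and against siControl* replicates 4 to 8 alone 1 and 3. The mean log2 fold change of the list was -0.70 with siKeap1-1* and -0.81 with siKeap1-2* (standard error 0.25 for each), -0.59 (standard error 0.36) and -0.71 (standard error 0.35) with the 18S covariate, and -0.66 and -0.77 (standard error 0.39 for each) with replicates 1 to 3. Against replicates 4 to 8 alone it was -0.72 and -0.84 (standard error 0.31 for each). The standard errors thus grew in each of these settings. The fold changes became somewhat smaller with the 18S covariate and with replicates 1 to 3, but not with replicates 4 to 8.

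**Figure D1:**
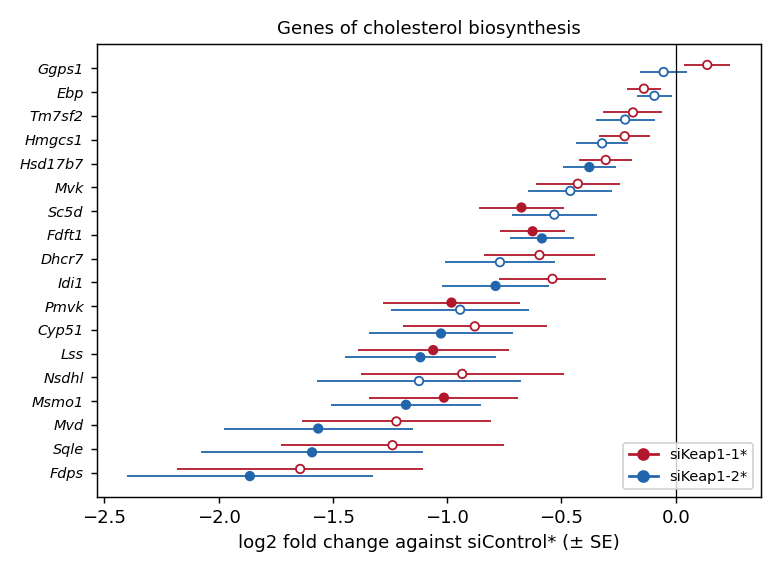
Log2 fold change against siControl* of the 18 measured cholesterol biosynthesis genes with siKeap1-1* (red) and siKeap1-2* (blue). Points are estimates from limma with their standard errors, filled where the adjusted p is under 0.05, and nearly all lie below 0.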

As metabolic pathway, only canonical cholesterol synthesis was down-regulated by both siRNAs against Keap1 (Table 3). 

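Genes of fatty acid uptake and storage moved in both directions, and several of fatty acid synthesis fell, with both siRNAs. Cd36, which encodes a fatty acid transporter, rose by 1.42 on the log2 scale with siKeap1-1* (standard error 0.17, adjusted p = 2.48e-06 from limma, n = 8 mice per group) and by 1.29 with siKeap1-2* (adjusted p = 1.7e-05). The lipoprotein lipase gene Lpl rose by 0.91 and 1.11 and Mogat1, an enzyme of glyceride synthesis, by 1.04 and 0.91, while the acyl-CoA synthetase gene Acsl3 of the same list fell, with log2 fold changes of -1.21 and -0.98. Of the 35 measured genes of uptake, triglyceride synthesis and storage, 5 were higher and 4 lower with siKeap1-1*, and 3 higher and 4 lower with siKeap1-2*. The elongase gene Elovl6 of fatty acid synthesis fell, with log2 fold changes of -1.13 and -1.01, as did Fads1, a fatty acid desaturase gene (-1.06 and -0.75 at its brightest probe set and -1.78 and -1.15 at another). Mlxipl, which encodes a transcription factor of lipid synthesis, had values of -0.50 and -0.37. Abcd2, which encodes a peroxisomal fatty acid transporter, had values of -2.01 and -1.42. Cidea, which encodes a lipid droplet protein, had a log2 fold change of 2.39 with siKeap1-1* (adjusted p = 0.00576) and of 0.79 with siKeap1-2* (adjusted p = 0.418). Of 88 measured genes of fatty acid metabolism, 6 were higher and 13 lower with siKeap1-1*, and 3 higher and 10 lower with siKeap1-2* (8 higher and 20 lower, and 3 higher and 11 lower, when adjusted over the list alone), and 9 and 7 of them passed the thresholds of Fig 3A. By camera, fatty acid synthesis and desaturation was shifted downward (adjusted p = 4.37e-08 and 8.8e-06), with an adjusted p = 0.314 and 0.518 with an estimated correlation. The list of uptake, triglyceride synthesis and storage did not pass (adjusted p = 0.136 and 0.364), and oxidation and ketogenesis was shifted downward with siKeap1-1* (adjusted p = 0.0218, and 0.593 with an estimated correlation) and had an adjusted p = 0.345 with siKeap1-2*.
Some genes of glucose handling also changed. Phkb, a subunit of phosphorylase kinase, rose by 0.63 on the log2 scale with siKeap1-1* (standard error 0.08, adjusted p = 8.78e-06 from limma) and by 0.29 with siKeap1-2* (adjusted p = 0.0253), and Ugp2, which makes UDP-glucose for glycogen, by 0.38 and 0.26. The glycogen branching enzyme gene Gbe1 rose by 0.62 with siKeap1-1*, where the glycogen synthase gene Gys2 fell (-0.41). Of 52 measured carbohydrate genes, 6 were higher and 5 lower with siKeap1-1* (the other lower genes being Slc2a2, Ldha, Ppargc1a and Creb1, the last of which was not lower as a mean over its probe sets), and 3 were higher (Aldoa, Phkb and Ugp2) and 0 lower with siKeap1-2* by limma, with 5 higher and 7 lower at an unadjusted p under 0.05. At the thresholds of Fig 3A 1 carbohydrate gene passed with siKeap1-1*, Ppp1r3g, which was named after its value was seen. This subunit of a glycogen-targeted phosphatase had a log2 fold change of -1.15 (standard error 0.38, adjusted p = 0.0541). With siKeap1-2* it had a value of -1.06 (adjusted p = 0.0901) and did not pass. Adjusted over the list alone, 7 were higher and 10 lower with siKeap1-1* and 3 higher with siKeap1-2*. The list of gluconeogenesis was shifted downward by camera with siKeap1-1* (adjusted p = 0.00737, and 0.21 with an estimated correlation), while glycolysis had an adjusted p = 0.624 and glycogen metabolism an adjusted p = 0.199. None of these 3 lists passed with siKeap1-2* (adjusted p = 0.244, 0.57 and 0.527). Over the alternatives set in advance, 18 to 39 fatty acid genes and 8 to 19 carbohydrate genes changed with siKeap1-1*, and 8 to 26 and 2 to 8 with siKeap1-2*. Under the settings chosen after seeing the data that concern the 18S probe set, 8 to 17 and 5 to 9 changed with siKeap1-1*, and 2 to 8 and 1 to 3 with siKeap1-2*.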

Neither the core set of probe sets regulated by both siRNAs nor those that were regulated by only one of the siRNAs included any genes encoding proteins known to be involved in fatty acid- and glucose-handling (S1 and S2 Tables). 

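Keap1, which encodes the protein that targets Nrf2 for degradation, was lower in every mouse treated with either Keap1-specific siRNA than in every control mouse. Its log2 signal was 9.63 ± 0.27 (SD, n = 8) with siControl*, 7.50 ± 0.22 (SD, n = 8) with siKeap1-1* and 8.26 ± 0.21 (SD, n = 8) with siKeap1-2*. This is a reduction by 77.1% with siKeap1-1* and by 61.2% with siKeap1-2* (exact permutation test, two-sided, p = 0.000155 for each, the smallest p that 8 mice against 8 allow). The signal of Keap1 was 9.76 to 10.03 in siControl* replicates 1 to 3 and 9.33 to 9.64 in replicates 4 to 8. Against replicates 1 to 3 alone, its log2 fold changes were -2.42 with siKeap1-1* and -1.66 with siKeap1-2*. Against replicates 4 to 8 alone they were -1.95 and -1.19, and with the ribosomal RNA control probe set as a covariate -2.50 and -1.72. These settings were chosen after seeing the data. A second, dimmer probe set of Keap1 had log2 fold changes of -0.42 and -0.44. Nqo1, which encodes a quinone reductase and is a target of Nrf2, had a log2 signal of 9.02 ± 0.24 (SD, n = 8) with siControl*, 11.24 ± 0.16 (SD, n = 8) with siKeap1-1* and 10.93 ± 0.21 (SD, n = 8) with siKeap1-2*, a log2 fold change of 2.22 and 1.91 (adjusted p = 5.93e-14 and 1.9e-12 from limma). Gclc, the catalytic subunit of the enzyme that starts glutathione synthesis, rose by 0.97 and 0.68 on the log2 scale at its brightest probe set and by 1.84 and 1.53 at another. Gsr, which encodes glutathione reductase, rose by 0.57 (standard error 0.07, adjusted p = 1.01e-05) and 0.32 (adjusted p = 0.00705). Nfe2l2, the gene of Nrf2 itself, fell, with values of -0.63 and -0.49. The paper reports the suppression of Keap1 and the induction of genes of antioxidant defense and xenobiotic metabolism. It measured Keap1 and selected induced genes by RT-qPCR as well as on the arrays. In its lists of regulated probe sets it found no genes of fatty acid or glucose handling. From these results the paper concludes that both siRNAs stimulated Nrf2 signaling without an effect on the genes of these metabolic pathways.

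**Figure D2:**
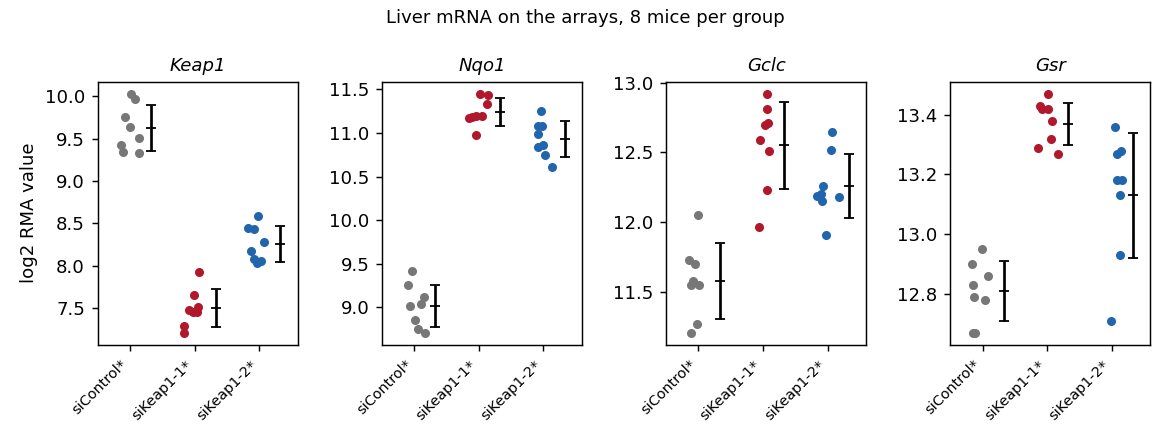
Log2 signal of Keap1, Nqo1, Gclc and Gsr on each array with siControl*, siKeap1-1* and siKeap1-2*. Points are mice and bars show the mean ± SD (n = 8 per group), and for Keap1 the arrays lie between 7.21 and 7.93 with siKeap1-1*, between 8.03 and 8.59 with siKeap1-2* and between 9.33 and 10.03 with siControl*.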

Altogether, the gene expression data showed that the chronic administration of either siKeap1-1* or siKeap1-2* suppressed hepatic Keap1 expression and stimulated Nrf2-signaling in liver, but had no effect on genes encoding proteins that are involved in the metabolism of either fatty acids or carbohydrates.

**Fig 3:**
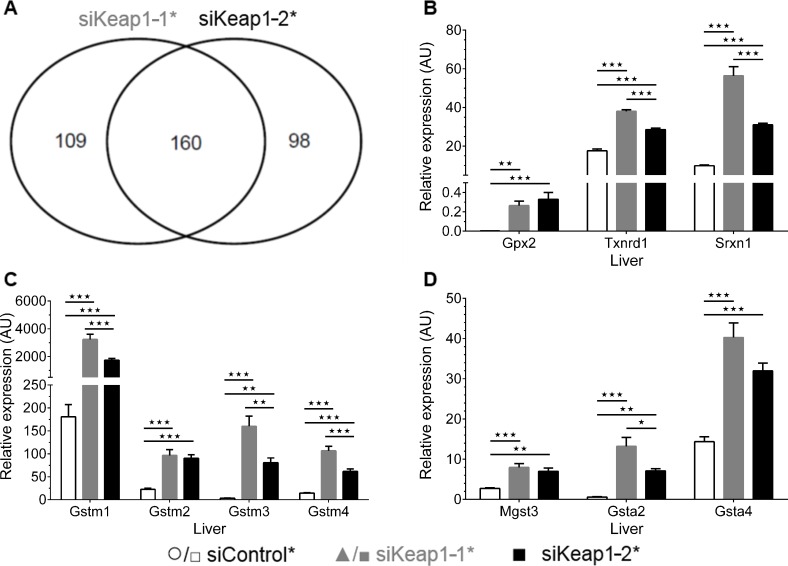
Overlap of probe sets regulated by siKeap1-1* and siKeap1-2* and verification of upregulated genes by quantitative real-time PCR. (A) Venn diagram of analyzed genes that were regulated by the administration of either siKeap1-1* or siKeap1-2* in relation to non-silencing siControl* (fold-change >2, two-way ANOVA p < 0.01, n = 8). (B-D) Relative gene expression of upregulated genes under siKeap1-1* and siKeap1-2* treatment in liver of mice (fed, n = 6). Data are represented as mean ± SEM. One-way ANOVA with Bonferroni's mct. * p < 0.05, ** p < 0.01, *** p < 0.001.

**Table 3:** Canonical pathways regulated by both siKeap1-1* and siKeap1-2*.

Canonical pathway	Statistical significance	Regulated genes
Glutathione-mediated detoxification	8.1	Gsta1, Gsta2, Gsta4, Gstm1, Gstm2, Gstm3, Gstm4, Mgst3
Nrf2-mediated oxidative stress response	8.0	Gpx2, Gclc, Nqo1, Txnrd1, Srxn1
Superpathway of cholesterol biosynthesis	5.4	Hmgcr, Lss, Sc5d, Fads1, Fdps, Sc5d
Xenobiotic metabolism pathway	5.2	Cyp2b9, Cyp2b10, Cyp2g1, Cyp2a4, Gsta1, Gsta2, Gsta4, Gstm1, Gstm2, Gstm3, Gstm4, Mgst3

Genes significantly regulated in liver of mice by silencing Keap1 expression by two different Keap1-specific siRNAs versus siControl* were mapped by Ingenuity Pathway Analysis. The significance of the pathway is given as -log p value (Fisher's exact test).

### Chronic hepatic Keap1 knockdown affected neither body composition, weight gain nor the metabolic profile

The effects of Keap1 suppression and the subsequent regulation of Nrf2 target genes on body composition were assessed at day 0 and in weeks 5 and 7 before sacrificing (S4 Table). Treatment with neither siKeap1-2* nor siKeap1-2* affected lean body mass, free body fluids, body-fat content and weight gain relative to siControl* (Fig 4A–4D). Absolute body weight gain was slightly increased 1.2-fold in the siKeap1-1* group relative to siControl*; siKeap1-2* had no significant effect (Fig 4E). Hepatic Keap1 suppression influenced neither whole-body fat accumulation nor weight gain.

**Fig 4:**
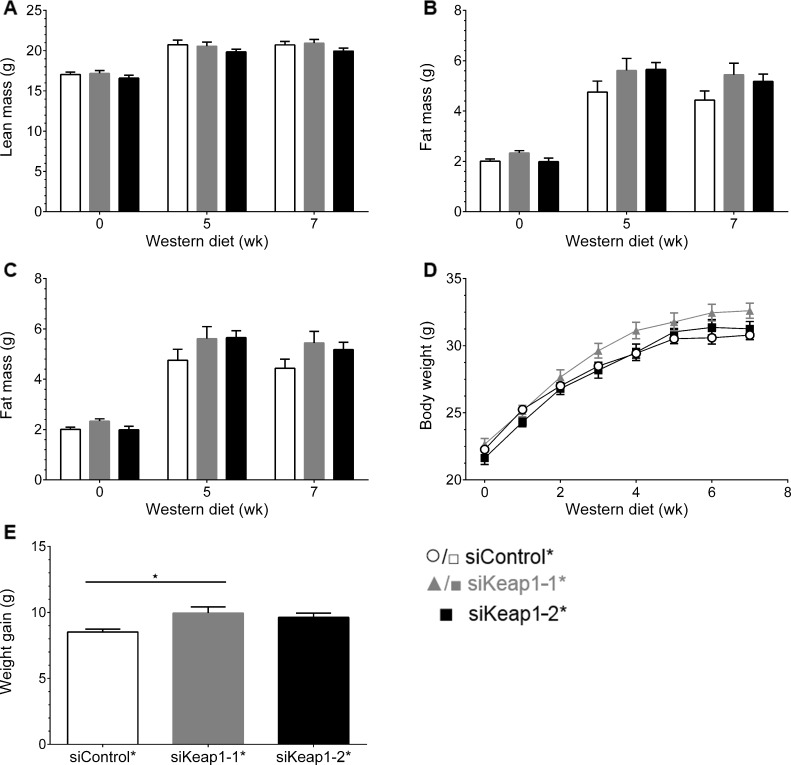
Body composition of mice during 7 weeks of WD and siRNA intervention. (A) Lean body mass, (B) free fluid and (C) fat body mass at beginning (0 weeks), in week 5 and at end of intervention (week 7) of mice treated with control and both Keap1-specific siRNAs. (D) Development of body weight under specific diet within 7 weeks. (E) Absolute body weight gain of each treatment group (* p = 0.015, one-way ANOVA with Bonferroni's mct). Data are represented as mean ± SEM. n = 11.

A metabolic cage study was performed after 5 weeks of intervention. Neither siKeap1-1* nor siKeap1-2* affected food and water intake over 24 h (Fig 5A and 5B). The total caloric intake combined from the HFD and the 6% sucrose in the drinking water was comparable (Table 4). Furthermore, the locomotor activity during day and night time followed natural habits with a rapid increase at onset of dark phase and was similar between all groups (Fig 5C). The oxygen consumption (VO_2_) and the according carbon dioxide production (VCO_2_) showed no differences between the treatment groups in relation to animals treated with siControl* (Fig 5D and Table 4). In addition, the energy expenditure (EE) adjusted on lean body mass and the respiratory exchange ratio (RER), as ratio of VCO_2_ and VO_2_, revealed no effect of reduced Keap1 expression on basal metabolism (Fig 5E and 5F). Also in week 5 an ipGTT was performed in order to assess a potential impact of hepatic Keap1 knockdown on glucose homeostasis. The administration of either siKeap1-1* or siKeap1-2* revealed no effect on glucose tolerance (Fig 5G).

**Fig 5:**
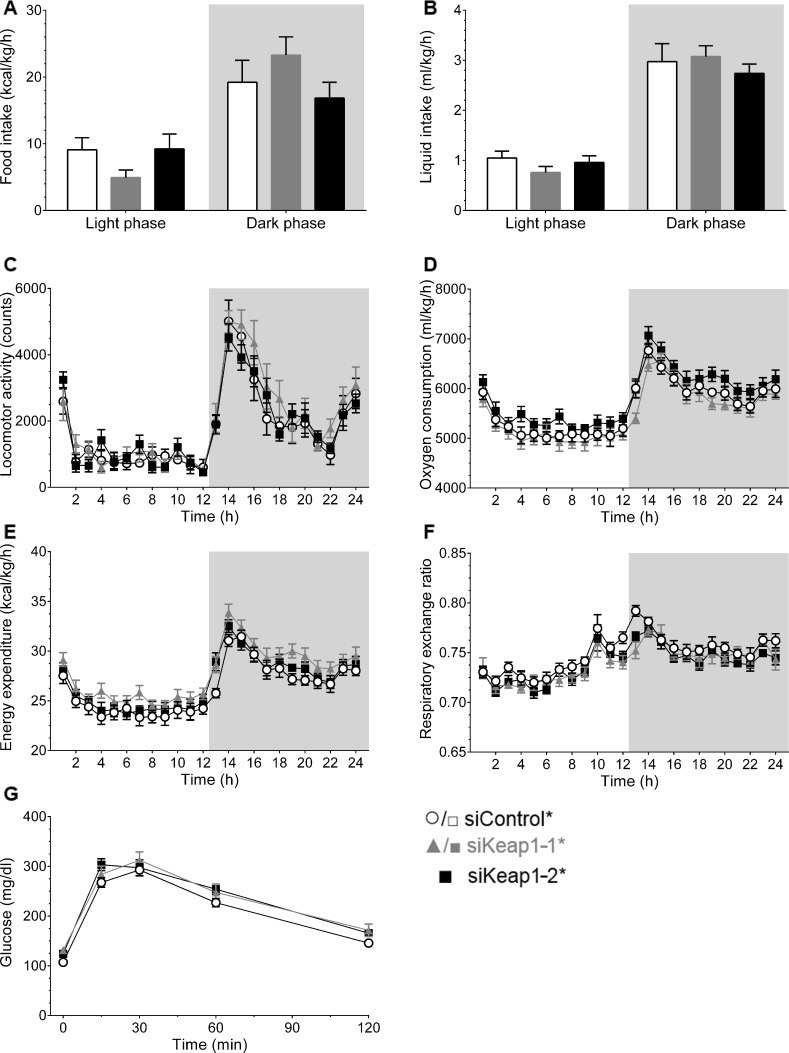
Metabolic characterization of siRNA-treated mice. (A-F) 24 h average of metabolic cage analysis during light and dark phase of (A) food intake, (B) water consumption supplemented with 6% sucrose, (C) locomotor activity, (D) oxygen consumption rate, (E) energy expenditure and (F) respiratory exchange ratio (VCO_2_/VO_2_). (siControl* n = 9, siKeap1-1* n = 9 and siKeap1-2* n = 10). (G) Blood glucose levels (glucose: 1 mg/kg BW) during ipGTT (n = 11). Data are represented as mean ± SEM. Grey background in graphs indicates dark phase.

**Table 4:** Basal metabolic characterization of siRNA-treated mice.

siRNA	siControl*			siKeap1-1*			siKeap1-2*		
Locomotor activity (counts/h)	1721	±	132	1983	±	137	1770	±	95
Oxygen consumption (ml/kg/h)^A^	5613	±	104	5505	±	125	5832	±	127
Carbon dioxide production (ml/kg/h)^A^	4213	±	62	4083	±	73	4321	±	92
Energy expenditure (kcal/kg/h)^A^	26.8	±	0.5	26.2	±	0.6	27.8	±	0.6
Total caloric intake (kcal/kg/h)	29.2	±	4.0	29.1	±	2.9	26.9	±	3.5

Mice fed a WD and received a liver-selective siRNA treatment. Data are represented as mean ± SEM. n = 9/9/10. ^A^values calculated on lean body mass.

After the treatment with siKeap1-1*, but not with siKeap1-2* the liver / body weight ratio and the liver weight of fed animals were slightly elevated (Fig 6A and 6B). Epididymal WAT weight was slightly increased by siKeap1-1*. Neither siKeap1-1* nor siKeap1-2* influenced significantly plasma glucose levels, insulin or NEFA levels in the fed or fasted state (Fig 6C). HDL and LDL levels were also not significantly different between the treatment groups (Fig 6D). Additionally, concentrations of the liver enzymes AST (aspartate transaminase) and ALT (alanine transaminase) were also measured in serum of fed mice. However, no evidence for increased hepatic inflammation mediated by either the WD or hepatotoxicity induced due to the siRNA administration was revealed (Fig 6E). The administration of siKeap1-1* slightly elevated plasma levels of triglycerides and cholesterol in fed state (Fig 6F). Neither siKeap1-1* nor siKeap1-2* affected hepatic lipids (Fig 6G). As we observed an increased liver weight and plasma triglyceride content but no elevated triglyceride levels in liver of siKeap1-1* treated mice, we additionally analyzed the hepatic glycogen content of fed mice. The glycogen concentration in the liver was again significantly increased under siKeap1-1* but only slightly elevated under siKeap1-2* siRNA treatment (Fig 6H). Therefore, we analyzed liver sections of fed mice by Oil Red O (ORO) staining to further verify the hepatic content of neutral lipids. However, we did not observe an altered amount or a modified size of lipid droplets in either Keap1-specific siRNA group compared to the control group (Fig 7A). The densitometric quantification of neutral lipids stained by ORO showed also no significant differences between each group (Fig 7B) In a last step, we monitored liver morphology using H&E stainings and did not reveal obvious pathological morbidities in liver tissues of any treatment group (Fig 7C).

**Fig 6:**
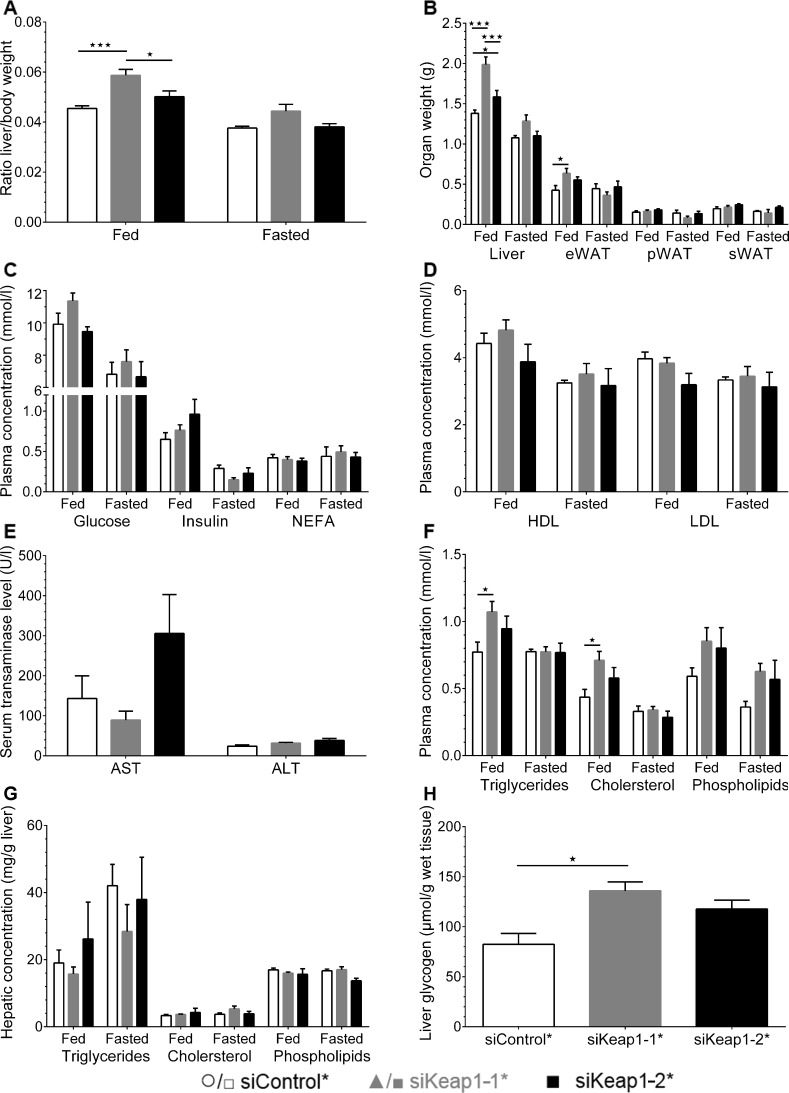
Plasma and hepatic parameter of mice either fed or fasted for 16 h under specific siRNA treatment. (A) Ratio of liver weight to body weight. (B) Weight of liver and epididymal (e), perirenal (p) and subcutaneous (s) white adipose tissue (WAT). (C) Basal blood glucose, insulin and non-esterified fatty acids (NEFA) concentration. (D) Plasma levels of HDL and LDL cholesterol. (E) Concentration of enzymes AST (aspartate transaminase) and ALT (alanine transaminase) in serum of fed mice. (F-G) Triglyceride, cholesterol and phospholipid concentration in (F) plasma and (G) liver lysates. (H) Glycogen concentration in liver tissue of fed mice. Data are represented as mean ± SEM. Fed: n = 6, fasted: n = 5. Two-way ANOVA with Bonferroni's mct. * p < 0.05, *** p < 0.001.

**Fig 7:**
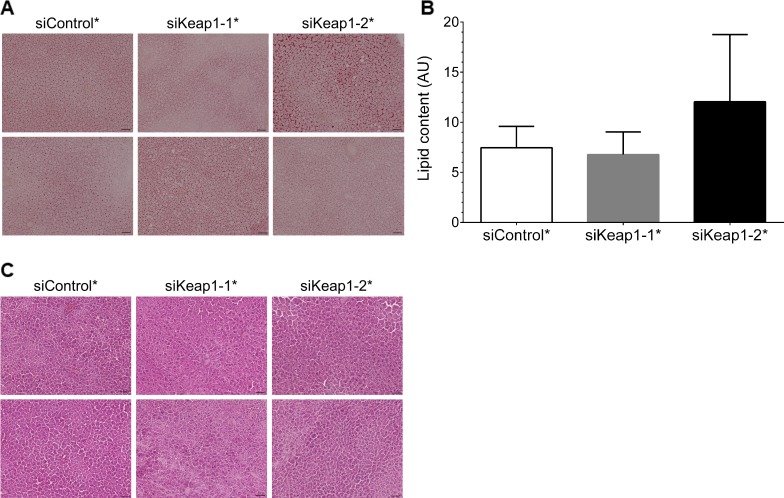
Oil Red O (ORO) and H&E stainings of fed mice treated with Keap1-specific siRNAs. (A) Neutral lipids stained by ORO in liver section. (B) Quantification of ORO stainings by densitometric analysis (fed, n = 6). (C) H&E staining of liver sections. Representative images are depicted in A and C. Data represent mean ± SEM. n = 6. Black scales indicate 50 μm.

Considering the number of endpoints analyzed, we found no conclusive differences on any of the investigated metabolic traits.

## Discussion

In this study we investigated the effects of chronic activation of Nrf2 signaling in liver on gene expression and metabolic parameters in mice fed on a WD for 7 weeks. Nrf2 signaling was activated by the suppression of Keap1 as described previously [22]. Here, we used two different liver-selective siRNAs against Keap1 in order to reduce the risk of unspecific off-target effects. In liver, the target organ of the modified siRNAs, a strong suppression of Keap1 expression was accomplished by both Keap1-specific siRNAs and subsequent activation of Nrf2 target genes was observed in liver but not in kidney. Notably, we observed a slight yet significant downregulation of Keap1 mRNA in kidney of siKeap1-1* and siKeap1-2*-treated mice. This did not result in a significant upregulation of the prototypical Nrf2 target gene Nqo1, most likely due to the relatively moderate downregulation of Keap1 in kidney.

Whole genome expression analysis and canonical pathway mapping proved the regulation of canonical Nrf2 signaling in liver by the siRNAs. As expected genes involved in antioxidative stress response and xenobiotic metabolism were induced by the suppression of Keap1. This is in line with a previous report using a constitutive model of Keap1 suppression [33]. However, neither genes involved in the metabolism of fatty acids nor of carbohydrates were regulated by the activation of Nrf2. In line with our gene expression results we could not detect alterations of metabolic parameters such as hepatic and serum triglyceride levels or glucose tolerance. Interestingly, we observed a suppression of genes involved in the synthesis of cholesterol, although both plasma and hepatic cholesterol levels were unchanged. As the inhibition of cholesterol synthesis by e.g. statins has only a minor effect in mice, future studies will have to investigate more appropriate animal models of cholesterol metabolism, such as guinea pigs, in order to elucidate the potential of Nrf2 activation in the regulation of cholesterol levels. Although the effects of siKeap1-1* and siKeap1-2* were similar, they slightly differed with respect to their action on weight gain and the liver / body weight ratio in the fed state as well as hepatic triglyceride and glycogen content which were expected to be reduced under Keap-1-specific siRNA treatment. It is unclear, if these discrepancies are due to either off-target effects or to the slightly higher suppression of Keap1 expression by siKeap1-1*. However, in the latter case the increased body weight gain does also not indicate that increased activation of Nrf2 is a viable approach for the treatment of metabolic disease. 

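On the arrays, Keap1 was lower with siKeap1-1* than with siKeap1-2* by a log2 difference of -0.76 (exact permutation test, two-sided, p = 0.000155, n = 8 mice per group, the smallest p possible), while its dimmer probe set differed by 0.02 and the mean of both by -0.37 (adjusted p = 0.0814 from limma). Anxa13, which encodes an annexin of epithelial cells and is in the list of bile duct markers, was higher with siKeap1-1* than with siKeap1-2* by 2.27 on the log2 scale (adjusted p = 5.72e-07 from limma). The transporter genes Abcc12 and Abcc4 were higher with siKeap1-1* by 1.32 and 1.04, and Nrxn2, a neurexin gene, by 1.51. Marveld3, which encodes a protein of tight junctions, had a log2 fold change against siControl* of 1.37 with siKeap1-2* (adjusted p = 0.00122) and of -0.50 with siKeap1-1* (adjusted p = 0.227), a difference of -1.87 (adjusted p = 0.00034). Lad1, which encodes a protein of basement membranes, and Wfdc2 were lower with siKeap1-1* than with siKeap1-2* by log2 differences of -0.89 and -0.86. Of 18194 genes, 51 differed between the siRNAs at an adjusted p under 0.05 (27 higher and 24 lower with siKeap1-1*), and of the probe sets 73 did (36 higher, 37 lower), with 4190 at an unadjusted p under 0.05. None of 31 measured interferon-stimulated genes differed by limma (5 at an unadjusted p under 0.05), but all 31 had a lower value with siKeap1-1* than with siKeap1-2*, with an adjusted p = 6.64e-10 by camera and an adjusted p = 0.352 with an estimated correlation. Markers of immune cells were also lower with siKeap1-1* by camera. Of these, 17 of 21 markers of Kupffer cells and macrophages (adjusted p = 0.00648) and 14 of 17 lymphocyte markers (adjusted p = 0.0289) had a lower value. With an estimated correlation the adjusted p was 0.75 and 0.727. Other lists were higher with siKeap1-1* by camera. These were the bile duct markers (9 of 12 at a higher value, adjusted p = 0.00648), conjugation and efflux (adjusted p = 0.00973) and the response to ER stress (adjusted p = 0.0108). With an estimated correlation they had an adjusted p = 0.352, 0.352 and 0.75. The antioxidant list was higher with siKeap1-1* by camera (adjusted p = 4.94e-05), with an adjusted p = 0.232 with an estimated correlation, and 7 of its genes were higher when adjusted over the list alone. With the replicate number as a block, 44 probe sets differed between the siRNAs, and 128 did with the first component of the residuals as a covariate.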

Our data differ from some previous publications, in which metabolic effects as well as changes in the gene expression of e.g. fatty acid synthase 1, stearoyl-CoA desaturase 1, acetyl-CoA carboxylase and glucose 6-phosphatase catalytic subunit were described after genetic or pharmacological activation of Nrf2 [6–8, 11, 16, 34–36]. 

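The genes of these enzymes did not pass an adjusted p of 0.05 by limma with either siRNA. Fasn passed the thresholds of Fig 3A with siKeap1-1* by limma, but it is not in S1 or S2 Tables. Fasn, which encodes fatty acid synthase, had a log2 fold change of -1.41 with siKeap1-1* (standard error 0.48, unadjusted p = 0.00763, adjusted p = 0.0637 from limma, n = 8 mice per group) and of -1.29 with siKeap1-2* (standard error 0.48, unadjusted p = 0.0137, adjusted p = 0.106). Scd1, the stearoyl-CoA desaturase gene, gave -0.15 (adjusted p = 0.136) and -0.13 (adjusted p = 0.253). The acetyl-CoA carboxylase genes Acaca and Acacb gave -0.61 (standard error 0.22, adjusted p = 0.0765) and -0.89 (standard error 0.35, adjusted p = 0.109) with siKeap1-1*, and -0.62 (adjusted p = 0.0834) and -0.68 (adjusted p = 0.259) with siKeap1-2*. G6pc, the catalytic subunit of glucose 6-phosphatase, gave -0.27 (standard error 0.24, adjusted p = 0.534) and -0.32 (adjusted p = 0.461), with siControl* replicate 4 below the other controls (11.27 against 12.40 to 13.04). All of these values are negative, and a test that was not passed does not show that expression was unchanged.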

The pharmacological small-molecule Nrf2 activators such as CDDO and Oltipraz have been associated with toxicity in chronic studies [9, 10], which will impact intermediary metabolism and could be a confounding factor in previous studies. Major differences between our studies and previous genetic models are the timing and tissue selectivity of the genetic activation of Nrf2. Previously, the effects of genetic Nrf2 activation were studied in floxed Keap1 mice [16, 35–37], making use of the hypomorphic character of the floxed allele, which leads to a constitutive expression of Nrf2 in multiple tissues [38]. The hepatocyte-specific Keap1 knockout animals used in [11] were generated by breeding these Keap1 floxed mice with albumin-Cre transgenic mice. [38]. With it in previous genetic models the effects of a life-long, whole-body activation of Nrf2 were studied. In contrast, we activated Nrf2 expression in liver of adult mice using siRNAs. This approach eliminates potential developmental consequences of the constitutive, whole-body activation of Nrf2 expression. We believe that our approach to activate Nrf2 in adult animals may more appropriately reflect the therapeutic situation and the lack of effects under those conditions raises doubts whether hepatic Nrf2 activation is a feasible therapeutic target.

In our study, mice were fed a WD for 7 weeks. We found no evidence that HFD/WD per se induces oxidative stress or an induction of Nrf2. This was demonstrated in a pilot study feeding mice either a normal chow diet (ND) or a WD over 20 weeks. Within that study we did not observe a downregulation of Keap1 nor an upregulation of Nrf2 or its target genes Nqo1 or Gclc in WD-fed compared to ND. Therefore we did not include a ND group in our chronic study. However, under certain artificial dietary conditions (such as a methionine- and choline-deficient diet) pronounced oxidative or inflammatory stress might have been induced which could stimulate Nrf2. The WD showed only a mild increase in body weight gain and liver lipids (e.g. triglycerides, glycogen, neutral lipids, ORO stainings) in all treatment groups and both Keap1-specific siRNAs showed no consistent benefit of siRNA treatment on WD feeding. In contrast to our expectations, we did not observe a decrease in weight gain or hepatic triglyceride accumulation. We cannot exclude that the activation of Nrf2 in a model of increased oxidative stress may have indirect metabolic effects through the activation of anti-inflammatory or antioxidative pathways.

In summary, our results show that the chronic suppression of Keap1 expression in liver stimulates Nrf2 target genes involved in antioxidative stress response and xenobiotic metabolism, but has no significant effect on hepatic lipid and glucose metabolism in mice fed a WD. Hence, beneficial effects on glucose metabolism and lipid handling reported by others may result from an extra-hepatic, not liver-intrinsic Nrf2 activation [6–8, 11, 34–36]. With that we found no evidence that the activation of hepatic Nrf2 could be a target for the treatment of features of metabolic diseases, such as hepatic insulin resistance or steatosis.

## Supporting Information

S1 Table Probe sets regulated by siKeap1-1*. (XLSX) Click here for additional data file.

S2 Table Probe sets regulated by siKeap1-2*. (XLSX) Click here for additional data file.

S3 Table Probe sets regulated by both siKeap1-1* and siKeap1-2*. (XLSX) Click here for additional data file.

S4 Table Body weight and composition of siRNA-treated mice. (DOCX) Click here for additional data file.

# Supplementary material for: Chronic Activation of Hepatic Nrf2 Has No Major Effect on Fatty Acid and Glucose Metabolism in Adult Mice
**Source:** PLoS One. 2016 Nov 4;11(11):e0166110. doi: 10.1371/journal.pone.0166110
**Supplement:** S4 Table

**S4 Table.** **Body weight and composition of siRNA-treated mice.**

| siRNA | | siControl* | | | siKeap1-1* | | | siKeap1-2* | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Starting body weight (g) | | 22.3 | ± | 0.3 | 22.7 | ± | 0.4 | 21.6 | ± | 0.5 |
|  | Fat mass (g) | 2.0 | ± | 0.1 | 2.3 | ± | 0.1 | 2.0 | ± | 0.1 |
|  | Lean body mass (g) | 17.0 | ± | 0.3 | 17.2 | ± | 0.4 | 16.6 | ± | 0.4 |
| Terminal body weight (g) | | 30.8 | ± | 0.3 | 32.6 | ± | 0.6^§^ | 31.3 | ± | 0.5 |
|  | Fat mass (g) | 4.4 | ± | 0.4 | 5.4 | ± | 0.5 | 5.2 | ± | 0.3 |
|  | Lean body mass (g) | 20.7 | ± | 0.4 | 20.9 | ± | 0.5 | 19.9 | ± | 0.4 |
| Total body weight gain (g) | | 8.5 | ± | 0.2 | 10.0 | ± | 0.5^§^ | 9.6 | ± | 0.3 |

Mice fed a Western diet and received a liver-selective siRNA treatment. Data are represented as mean ± SEM. n = 11. ^§^ siRNA vs. siControl* p < 0.05, one-way ANOVA with Bonferroni's mct.

How the deposited data were processed for this re-analysis (not part of the article)

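The series holds 24 Affymetrix whole genome arrays, 1 per mouse, of liver RNA from mice treated with siControl*, siKeap1-1* or siKeap1-2*, with 8 mice per group and replicate numbers 1 to 8 in each. The sample labels give the siRNA and the replicate number, and the dose of 1 mg per kg, the 7 weeks of treatment and the age of 8 weeks come from the methods. The feeding state of a mouse is not given in the sources used here. The authors made the deposited log2 values with RMA, whose version is not given, and each value is the signal of 1 probe set on 1 array.

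The group mean differences of these values equal the fold changes of S1 and S2 Tables within 6.1e-05 on the log2 scale. Within groups, the correlation between arrays across probe sets lay between 0.9885 and 0.9954 with siControl*, between 0.9896 and 0.996 with siKeap1-1* and between 0.9916 and 0.9956 with siKeap1-2*, and no array was a copy of another (smallest SD of the difference between arrays 0.264). The first component of the residuals from the group means held 16.9% of their variance. Of 45101 probe sets, the 64 control probe sets were left out of the tests, and no filter on low signals was applied. The annotation of the platform names 1 gene for 34945 of the 45037 tested probe sets, several genes for 932 and none for 9160. For tests by gene, the probe set with the highest mean over all arrays was taken for each of 18194 genes, of which 9009 have several probe sets.

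Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, a single fit of the 3 groups, contrasts of group means), and p-values were adjusted by the Benjamini-Hochberg method. A two-way ANOVA as in Fig 3A was not fitted, because the labels name a single factor. Lists of genes were tested with camera (preset correlation 0.01, and an estimated correlation) and with fry, with adjustment over the 37 lists within each comparison. Camera called 19 of the 37 lists with siKeap1-1*, 11 with siKeap1-2* and 7 between the siRNAs, of which 4, 3 and 0 were also called with an estimated correlation. Fry, which tests whether the genes of a list move on balance in a single direction and compares them with no other genes, called 18, 11 and 3, and its mixed test, for changes in either direction, 29, 20 and 4. The median and the mean of a list differed in sign for 3, 6 and 2 lists. Keap1 and the control probe set for 18S ribosomal RNA were also tested by exact permutation of all 12870 splits of 8 mice against 8 (two-sided).

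The groups, the tests, the gene lists and most alternative settings were set before the data were examined, but after S1 to S3 Tables had been seen. The genes named are the 10 largest rises and falls of each comparison among those with an adjusted p under 0.05, up to 4 members of each list with the largest change among those past this threshold, and the genes that the paper names, which together are 149 genes. A further 10 genes (Fdft1, Sult1a1, Abcc6, Vsig4, Trem2, Ntrk2, Cux2, Gstp1, Mlxipl and Ppp1r3g) were chosen after their values were seen. Gsta1 and Cyp2a4 have only probe sets that name several genes and were not used here. Alternatives covered the normalization and centring of the arrays, dim probe sets, moderation, array weights, the samples in the fit, the replicate number as a block, the first residual component as a covariate, the mean over the probe sets of a gene and the thresholds. Alternatives on the 18S probe set were added after seeing the data.

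Because both siRNAs share their controls, 100 pairs of unchanged groups were simulated, and the controls were split into sets of 4 in all 70 ways, in place of the random draw first set. The procedure was tested on simulated data, in which the test recovered 82.1% of probe sets changed by a fold of 1.5, 98.5% by 2 and 100% by 4 with siKeap1-1*, and 77.6%, 91.0% and 100% with siKeap1-2*, with 5.1% and 4.8% of the calls unchanged. These rates hold for the simulated data, and whether they carry over to the arrays was not tested. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.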

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

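The tests on the control probe set for 18S ribosomal RNA in this part were written down before their results were seen. The settings that use only some of the controls were chosen after seeing the data. So were the values by replicate number and those of Gapdh and beta-actin taken alone.

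The paper does not discuss the control probe set for 18S ribosomal RNA, but S1 to S3 Tables include it. It was higher than with siControl* by 1.23 on the log2 scale with siKeap1-1* and by 1.18 with siKeap1-2*. Of the 8 siControl* arrays, 5 (replicates 4 to 8) had the lowest values of all, between 8.86 and 9.54. The values with siKeap1-1* also split at these numbers, but the other way (10.17 to 10.44 in replicates 1 to 3, 11.17 to 11.43 in replicates 4 to 8). In replicates 1 to 3, siKeap1-1* was thus not higher than siControl* (10.34 to 10.77). With siKeap1-2* the 2 sets overlapped (10.82 to 11.12 and 10.45 to 10.96). What the replicate numbers stand for is not given, and a cause common to both groups was not tested. More degraded RNA on the 5 siControl* arrays with the lowest values stays open. The difference between the 3' and 5' control probe sets of Gapdh and beta-actin was higher on them than on the other 3 controls. This shift was small, at 0.17 log2 (standard error 0.043), but in the direction that more degradation would give. It fell short of the size set in advance, so by that test alone more degradation was argued against. The question is kept open because of this direction and the values of Gapdh. For Gapdh the difference lay between 1.332 and 1.473 on the 5 arrays, above every other array (at most 1.279). For beta-actin these 5 arrays overlapped with the other 3 controls (2.827 to 3.127 against 2.795 to 3.051). These 5 arrays as the source of the shared probe sets could not be excluded for all of them: with siControl* replicates 1 to 3 as the only controls, 142 of the 166 shared probe sets (85.5%, 95% interval 79.3 to 90.5) kept a fold change over 1.5 in the same direction with both siRNAs, 108 of the 132 higher and 34 of the 34 lower. The lower bound falls just short of the share set in advance for excluding this source, and the exact binomial interval treats correlated probe sets as independent, so a part of the higher probe sets stays open. An effect of the siRNAs on ribosomal RNA was not tested and also stays open.

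The circadian clock list, which the paper does not discuss, was lower with siKeap1-1* by camera with an estimated correlation (adjusted p = 0.0183), and with siKeap1-2* it did not pass (adjusted p = 0.139).

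Of 486 groups of 8 mice, tested for the 159 genes and for the median signal, the 18S probe set and the 3' to 5' difference of the arrays, 21 had 1 mouse far from the other 7, where 24.3 are expected by chance at 1 in 20. The gap to the nearest other mouse, as a share of the range of the group, is given for each. With siControl*, these were Cyp17a1 (0.58) and Gsta2 (0.557) in replicate 6, high, and H2-Q2 (0.53) in replicate 6, low. Replicate 4 of siControl* was low for Cyp2f2 (0.542) and G6pc (0.64) and high for Abcc1 (0.529), replicate 1 was low for Cyp2g1 (0.556), and replicate 8 was high for Son (0.554). With siKeap1-1*, replicate 3 was low for Sult1b1 (0.575) and Psmd11 (0.597) and high for Sdf2l1 (0.582) and Pdia6 (0.671). Also with siKeap1-1*, replicate 2 was high for Glra3 (0.563), replicate 5 low for Icos (0.663), replicate 7 low for Ugt2b1 (0.651), replicate 1 low for Abcc1 (0.687) and replicate 8 high for Marco (0.834). With siKeap1-2*, replicate 7 was high for Cd163 (0.535), replicate 4 high for Creb1 (0.529), replicate 1 low for Cyp7b1 (0.704) and replicate 2 high for Cnksr1 (0.538).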

How the results depend on the processing

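The settings on the 18S probe set and on part of the controls were chosen after seeing the data, and the other settings were set in advance. Of the results for single genes, 3151 kept their direction and their side of the threshold under the settings set in advance, 113 no longer passed, 86 passed newly and 4 reversed, and under the added settings these numbers were 733, 274, 6 and 1. All reversals lost the call: as means over the probe sets of the gene, Creb1 (0.056) and Son (0.019) with siKeap1-1*, and Nktr (0.223) and Cux2 (-0.178) with siKeap1-2*, and with the 18S covariate Prrc2c with siKeap1-2* (-0.053). Under the settings set in advance, counts of probe sets stayed within 1.5 times in 55 cases and moved further in 8, and the counts for the groups of lists in 88 and 12. Of the tests of lists, 264 kept their call, 26 lost it and 6 gained it. After quantile normalization or median centring, the median log2 fold change of each comparison lay between -0.018 and 0.019. Without moderation, 2 and 3 cholesterol genes were lower with siKeap1-1* and siKeap1-2*. With array weights, 3 were lower with siKeap1-1* and 6 carbohydrate genes changed with siKeap1-2*. With only the groups compared in the fit, 9 cholesterol genes were lower with siKeap1-1* and 8 fatty acid genes changed with siKeap1-2*. With the replicate number as a block, 44 probe sets differed between the siRNAs. By their residuals, the numbers do not pair the mice. Arrays with the same number had correlations from -0.171 to 0.28, and only 3 of 24 arrays were closest to one with their own number. This comparison does not address the split of the 18S values at the same numbers with siControl* and siKeap1-1*. With the first residual component as a covariate, which leaves the fold changes as they are, 128 probe sets differed between the siRNAs, 10 and 14 cholesterol genes were lower, and 39 and 26 fatty acid genes and 19 and 8 carbohydrate genes changed. As the mean over its probe sets, Keap1 differed between the siRNAs by -0.37 (adjusted p = 0.0814). With the 18S covariate, 1324 and 303 probe sets passed an adjusted p of 0.05, 17 and 13 xenobiotic genes were higher, 0 and 0 cholesterol genes lower by limma (5 and 7 at an unadjusted p under 0.05; mean log2 fold change of the list -0.59 and -0.71, standard errors 0.36 and 0.35, against -0.70 and -0.81, standard error 0.25, without the covariate), and 10 and 3 fatty acid genes and 7 and 1 carbohydrate genes changed. With siControl* replicates 1 to 3 as the only controls, 1540 and 358 probe sets passed, 0 and 0 cholesterol genes were lower by limma (5 and 9 unadjusted; mean of the list -0.66 and -0.77, standard error 0.39), 8 and 2 fatty acid genes changed, and 5 carbohydrate genes changed with siKeap1-1*. With replicates 4 to 8 alone, 4303 probe sets passed with siKeap1-2*, 444 at the thresholds of Fig 3A and 288 with both siRNAs. In this setting 1 and 3 cholesterol genes were lower (mean of the list -0.72 and -0.84, standard error 0.31), and 8 fatty acid genes changed with siKeap1-2*. The share of probe sets that were higher with siKeap1-2* rose from 51.6% to 81.2% with the 18S covariate. It was 81% with replicates 1 to 3 and 47.3% with replicates 4 to 8. With the 18S covariate and with replicates 1 to 3, the cholesterol calls ended as the standard errors grew and the fold changes became somewhat smaller. For the other results under these settings the cause was not tested, and neither was the smaller number of controls as a cause. By the thresholds themselves, a fold over 1.5 gave 1185, 935 and, with both, 573 probe sets, and an adjusted p under 0.01 gave 1727, 990 and, between the siRNAs, 28. With an estimated correlation, camera gave an adjusted p of 0.0715 and 0.0949 for phase I enzymes, 0.411 and 0.373 for cholesterol biosynthesis and 0.314 and 0.518 for fatty acid synthesis. With the controls split, the correlation between the siRNAs was 0.625. Values are given without a background level, so signals near background limit what the dimmest probe sets can show.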

Differences from the paper's values

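Apart from the following, no test in this part was chosen after seeing the result. The exceptions are the other probe set of Gclc, the share of Keap1 mRNA that remains and the settings added for Keap1. The values of that probe set and of that share had been seen before they were set beside the paper's. The fold changes of Nqo1 and Gclc differ from the paper's, which were measured by RT-qPCR in other numbers of mice and not on arrays. For Nqo1 the paper's values are 10.3 with siKeap1-1* and 6.8 with siKeap1-2*, and the arrays gave 4.66 and 3.76, and each of the 10 alternatives set before the data were examined leaves the difference. For Gclc the paper's values are 3.4 and 2.7, and the brightest probe set gave 1.96 and 1.60. Of the alternatives set in advance, only the mean over its probe sets, at 2.66 and 2.15, comes within 1.5 times the paper's values, the bound used here, and is still below them, and the other 9 do not. Its other probe set alone gave 3.59 and 2.89. Keap1 was reduced by 77.1% and 61.2% on the arrays, and by 88% and 80% in the paper's RT-qPCR. As a reduction this is within 1.5 times, except for the mean over its probe sets (58.6% and 46.5%). As the share of mRNA that remains, 22.9% and 38.8% are over 1.5 times the 12% and 20% that the paper's values leave, and this holds under each of the 10 alternatives set before the data were examined. Under the settings added after seeing the data, the log2 fold change of Keap1 lay between -2.50 and -1.95 with siKeap1-1* and between -1.72 and -1.19 with siKeap1-2*. In the main fit it was -2.13 and -1.36. The share that remains was not set beside the paper's values under these added settings, so whether the difference holds there stays open.

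The paper states that only cholesterol synthesis was lowered among metabolic pathways and that its lists of regulated probe sets hold no genes of fatty acid or glucose handling. Of the 94 genes of the fatty acid lists, 16 are in S1 or S2 Tables, 14 in S1 Table and 12 in S2 Table, with 10 in both and in S3 Table, Cd36, Lpl, Elovl6, Fads1, Pnpla3 and Abcd2 among them. Of the 60 carbohydrate genes 0 are in these tables, as the paper states. At the thresholds of Fig 3A, 9 and 7 measured fatty acid genes passed here by their brightest probe set. The counts of 14 and 12 from S1 and S2 Tables take any probe set of a gene, so the 2 kinds of count are not alike. By its brightest probe set 1 carbohydrate gene also passed with siKeap1-1* (Ppp1r3g, log2 fold change -1.15), which is not in S1 Table.

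Table 3 lists Gstm1, Gclc, Txnrd1, Sc5d and Fads1 as regulated by both siRNAs. The brightest probe set of each did not pass the thresholds of Fig 3A with both siRNAs, whereas 1 other probe set of each did, and the other 14 genes of Table 3 with a probe set of their own passed with the brightest. All 268 probe sets of S1 Table that could be tested passed here, and 246 of the 251 of S2 Table did. In S2 Table itself, 7 probe sets have a p of at least 0.01, outside the thresholds of Fig 3A. S1 and S2 Tables share 167 probe sets, of which 160 have a p under 0.01, as many as S3 Table holds.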

Other observations

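The comparison of the 2 sets of controls for the cholesterol genes, the values by the score, and the tests of whether the cholesterol genes and the genes that differ between the siRNAs follow the suppression of Keap1, and of whether the latter respond to 1 siRNA alone, were chosen after the results were seen. The setting with part of the controls was also chosen after seeing the data.

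Genes of heme handling, protein breakdown and the clock also changed. The heme transporter gene Slc48a1 rose by 1.27 on the log2 scale with siKeap1-1* and by 0.97 with siKeap1-2*, and the iron exporter gene Slc40a1 by 0.28 and 0.21, and 3 of 14 measured genes of heme and iron metabolism were higher with each siRNA (4 and 3 when adjusted over the list alone; camera adjusted p = 0.0137 and 0.0139, and 0.213 and 0.209 with an estimated correlation). Of 32 proteasome subunits, 6 and 4 were higher (6 and 4 also when adjusted over the list alone), with Psmb5 at 0.51 and 0.38 and Psmd1 at 0.44 and 0.48 (camera adjusted p = 0.00122 and 6.42e-05, and 0.482 and 0.527 with an estimated correlation). Of 16 clock genes, 6 were lower with siKeap1-1* and 2 with siKeap1-2* (8 and 4 when adjusted over the list alone), with Per2 at -0.72 and -0.81 and Per3 at -0.51 and -0.44, and the list had a camera adjusted p = 0.00244 and 0.0542 (0.0183 and 0.139 with an estimated correlation). Of 22 genes of the response to ER stress, 4 and 2 were higher (7 and 2 when adjusted over the list alone), among them Derl3 at 1.46 with siKeap1-1* and Trib3 at 1.20 with siKeap1-2* (camera adjusted p = 0.00214 and 0.264, and 0.419 and 0.843 with an estimated correlation). Of 26 cell cycle genes, 3 were higher and 1 lower with siKeap1-1* and 1 higher and 1 lower with siKeap1-2*, also when adjusted over the list alone. Esco2 rose with both siRNAs (2.35 and 1.63), while Ccnd1 was lower (-1.03 and -0.77), and the list had a camera adjusted p = 0.00489 and 0.0413 (0.514 and 0.814 with an estimated correlation).

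Markers of macrophages moved in both directions. Timd4 and Cd163, markers of resident Kupffer cells, had log2 fold changes of -1.52 and -1.87 with siKeap1-1* (adjusted p = 0.00142 and 0.000722) and of -1.16 and -0.76 with siKeap1-2* (adjusted p = 0.0169 and 0.181), with siKeap1-2* replicate 7 high for Cd163. Clec4d and Clec4n, lectin receptors of myeloid cells, rose by 1.59 and 1.39 with siKeap1-1* and by 1.50 and 1.36 with siKeap1-2*. Vsig4 was lower with siKeap1-1* (-0.60), and Marco and Trem2 were higher with siKeap1-2* (1.49 and 0.50), with siKeap1-1* replicate 8 high for Marco. Of 21 measured markers, 2 were higher and 3 lower with siKeap1-1*, and 4 higher and 1 lower with siKeap1-2* (3 higher and 3 lower, and 4 higher and 1 lower, when adjusted over the list alone; camera adjusted p = 0.227 and 0.582). Of 12 markers of bile duct cells, Sox9 rose by 0.87 and 0.96, and 2 were higher and 1 lower with each siRNA (2 higher and 1 lower, and 3 higher and 2 lower, when adjusted over the list alone; camera adjusted p = 0.136 and 0.687). Of 17 lymphocyte markers, 1 was higher with each siRNA, Themis (2.46 and 2.04), and 3 and 1 were lower, Icos among them with -1.54 and -0.99 and siKeap1-1* replicate 5 low (the counts are as many when adjusted over the list alone; camera adjusted p = 0.0379 and 0.57, and 0.445 and 0.843 with an estimated correlation). The acute phase gene Orm3 rose by 2.70 and 1.82 as the only one of 28 measured. Of 18 female-biased genes, 3 were higher and 3 lower with siKeap1-1* and 4 higher and 3 lower with siKeap1-2* (4 higher and 4 lower with each when adjusted over the list alone; camera adjusted p = 0.992 and 0.577), with Ntrk2 at 0.99 and 0.74 and Cux2 at 0.27 with siKeap1-2*, a sign that the mean over its probe sets does not share. Of 21 male-biased genes 5 were higher with siKeap1-1*, with Gstp1 at 0.13, and 1 with siKeap1-2* (5 higher and 2 lower, and 1 higher, when adjusted over the list alone; camera adjusted p = 0.976 and 0.615).

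The genes of cholesterol biosynthesis had a mean log2 fold change of -0.70 with siKeap1-1* and -0.81 with siKeap1-2* (standard error 0.25 for each). The methods state an equal share of fed and fasted mice in each group, so an uneven share could contribute only if the arrays depart from this, which no label shows. With a score of the main axis within groups as a covariate, 85.8% and 86.4% of the fall was kept, but with standard errors of 28.9 and 24.9 points the test cannot decide. The slope of the list on this score was not alike in all groups (permutation test of the slopes, with random permutations of the residuals, p = 0.0002), which a single covariate does not describe. On the arrays with a score above 0, the list mean was 12.16 with siControl* (3 arrays), 10.96 with siKeap1-1* (4 arrays, between 10.57 and 11.25) and 10.68 with siKeap1-2* (4 arrays, between 10.29 and 10.88). On those below 0 it was 12.04 with siControl* (5 arrays), 11.82 with siKeap1-1* (4 arrays, between 11.53 and 12.01) and 11.88 with siKeap1-2* (4 arrays, between 11.72 and 12.07), so most of the fall lay on the arrays with a score above 0. The slope per SD of the score was 0.07 (standard error 0.072) with siControl*, -0.42 (standard error 0.12) with siKeap1-1* and -0.65 (standard error 0.086) with siKeap1-2*. These sets of arrays are not conditions, and as no label says whether the score follows the feeding state, a fall that depends on feeding was not tested and stays open. The 5 siControl* arrays with low 18S values are argued against as the source of the fall. They lay above the other 3 controls in the list by only 0.07 (standard error 0.16), where the whole fall would need 1.12 with siKeap1-1* and 1.30 with siKeap1-2*, and 94.1% and 94.9% of the fall was kept with the other 3 controls. The standard errors of these shares, 55.2 and 47.4 points, are so large that the shares alone did not meet the bound set before they were seen, and the source is argued against by the direct comparison of the controls. These errors come largely from the spread of the treated mice, which are the same with either set of controls, and a smaller part of the fall from these arrays is not excluded. A fall that follows the size of the Keap1 suppression stays open, since the list was higher with siKeap1-1* by 0.11 (standard error 0.25). Per array, the list mean lay between 11.86 and 12.38 with siControl*, between 10.57 and 12.01 with siKeap1-1* and between 10.29 and 12.07 with siKeap1-2*.

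For the 51 genes that differ between the siRNAs, a stronger suppression of Keap1 by siKeap1-1* is argued against as the source for the set as a whole, since 15 of them (29.4%, 95% interval 17.5 to 43.8) moved the same way with both siRNAs and further with siKeap1-1*. An effect of 1 siRNA alone may underlie many of them and stays open: 36 (70.6%, 95% interval 56.2 to 82.5) passed against siControl* with 1 siRNA only, 20 with siKeap1-1* and 16 with siKeap1-2*, while 10 passed with both and 5 with neither. Genes were not independent in these intervals, and the share was bound to be high because genes that differ were selected.

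Among 100 splits of the mice, the real one included, chance could be excluded for each count of probe sets, since 1 of 100 splits, the real one, gave a result as large. The number of probe sets at an adjusted p under 0.05 was 4049 against at most 1768 in another split with siKeap1-1*, 2748 against 142 with siKeap1-2* and 73 against 1 between the siRNAs. At the thresholds of Fig 3A it was 278 against 133, 251 against 97 and, with both siRNAs, 166 against 14. For the groups of lists the real counts with siKeap1-1* and siKeap1-2* were 27 and 22 (antioxidant and glutathione S-transferase genes), 30 and 22 (xenobiotic), 5 and 9 (cholesterol), 19 and 13 (fatty acid) and 11 and 3 (carbohydrate), and other splits gave at most 1 by limma. Most other splits called hardly any probe set (median 0 at an adjusted p under 0.05), so these counts of genes follow from those of the probe sets and do not show that a group of lists changed more than other genes. Of all genes, 10.3% changed with siKeap1-1* and 7.3% with siKeap1-2*. The shares were 57.4% and 46.8% for antioxidant and glutathione S-transferase genes, 54.1% and 37.7% for xenobiotic genes and 27.8% and 50% for cholesterol genes. They were 21.6% and 14.8% for fatty acid genes and 21.2% and 5.8% for carbohydrate genes. Only that of the carbohydrate genes with siKeap1-2* lay below the share of all genes. All genes include dim ones, since no filter on low signals was applied. With only probe sets above the median level, 4359 and 3187 passed an adjusted p of 0.05, more than the 4049 and 2748 among all. A share among brighter genes was not computed, so an excess of the lists over genes of like signal was not tested. The shares of the lists were not compared over the splits. No other split gave a result as large for the camera tests of the antioxidant list (smallest adjusted p in another split 5.65e-14 and 9.69e-15) and the glutathione S-transferases (6.28e-07 and 1.62e-09). The same held for the phase I enzymes (1.88e-05 and 4.83e-05) and conjugation and efflux (1.59e-06 and 5.74e-10). The phase I enzymes lost their call with an estimated correlation (adjusted p = 0.0715 and 0.0949). These lists were written when S1 to S3 Tables had been seen and hold genes of Table 3, which favours the real split. Its rank alone therefore does not exclude chance for them. Chance was not excluded either for the camera tests of cholesterol biosynthesis, where 13 of 100 splits with siKeap1-1* and 8 with siKeap1-2* gave a result as large (smallest adjusted p in another split 3.42e-24 and 2.31e-13). For fatty acid synthesis 6 and 18 did (1.47e-12 and 2.9e-11).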
